# Early life microbial colonization of the gut and intestinal development differ between genetically divergent broiler lines

**DOI:** 10.1186/s12864-015-1646-6

**Published:** 2015-05-28

**Authors:** Dirkjan Schokker, Gosse Veninga, Stephanie A. Vastenhouw, Alex Bossers, Freddy M. de Bree, Lucia M. T. E. Kaal-Lansbergen, Johanna M. J. Rebel, Mari A. Smits

**Keywords:** Gut, Chicken, Immune, Microbiota, Gene expression

## Abstract

**Background:**

Host genetic makeup plays a role in early gut microbial colonization and immune programming. Interactions between gut microbiota and host cells of the mucosal layer are of paramount importance for a proper development of host defence mechanisms. For different livestock species, it has already been shown that particular genotypes have increased susceptibilities towards disease causing pathogens.

The objective of this study was to investigate the impact of genotypic variation on both early microbial colonization of the gut and functional development of intestinal tissue. From two genetically diverse chicken lines intestinal content samples were taken for microbiota analyses and intestinal tissue samples were extracted for gene expression analyses, both at three subsequent time-points (days 0, 4, and 16).

**Results:**

The microbiota composition was significantly different between lines on each time point. In contrast, no significant differences were observed regarding changes in the microbiota diversity between the two lines throughout this study. We also observed trends in the microbiota data at genus level when comparing lines X and Y. We observed that approximately 2000 genes showed different temporal gene expression patterns when comparing line X to line Y. Immunological related differences seem to be only present at day 0, because at day 4 and 16 similar gene expression is observed for these two lines. However, for genes involved in cell cycle related processes the data show higher expression over the whole course of time in line Y in comparison to line X.

**Conclusions:**

These data suggest the genetic background influences colonization of gut microbiota after hatch in combination with the functional development of intestinal mucosal tissue, including the programming of the immune system. The results indicate that genetically different chicken lines have different coping mechanisms in early life to cope with the outside world.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1646-6) contains supplementary material, which is available to authorized users.

## Background

During the last decades, growth performance traits were the main driver for the genetic selection programs applied for broilers. This already underscores the importance of genetic factors contributing to this important economic trait for poultry production. More recently the knowledge that intestinal microbiota also play a key role in growth-related traits such as feed digestibility, feed uptake, protein fermentation, but also in health related traits such as immune competence and immune tolerance. For human and mice data have been described that suggest a role for early-life colonizing microbiota in host immune programming [1–5], yet for chicken such data are lacking. Furthermore the impact of genotypic variation on early life microbial colonization in relation to the functional development of the gut is largely unknown. In fact, the gut microbiota is regarded a metabolic powerhouse that provides the functionally limited host with an extensive array of enzymes and substrates required for growth. It has been shown that gut microbiota can influence energy retention and can predispose to obesity [6, 7]. Additionally, they play a role in the renewal of gut epithelial cells and its barrier function [8, 9], the breakdown of toxins [10], the exclusion of pathogens [11], and the programming and development of the immune system [12]. The aim of this research was to investigate the impact of genetic background of these broiler lines on the microbial colonization and the development of the small intestine in early life.

In chickens, microbiota colonization occurs immediately after hatch, both microbiota from the egg shell and environment form the first inoculum of the chickens [13]. The characteristics of this first inoculum is of utmost importance because it impacts the further colonization of microbiota and simultaneously the functional development of the intestinal tissue in terms of barrier function and in terms of immune programming [13, 14]. It has been shown that around day 14 of age a presumably more stable microbiota is not yet established [15], however, immunological development in the small intestine has already occurred [16–18]. Around day 14, intestinal segments have different functional properties and harbour distinctive microbiota compositions [19].

In chickens, not much is known about the effect of host genetic background on microbial colonisation and microbiota composition. It has, however, been shown that high variation occurs in microbial composition between individual chickens and flocks of genetically closely related animals [20]. For mice it has been demonstrated that the host genetic background has impact on the microbiota composition in the gut [21]. However, it still difficult to disentangle the relationship between host genetic factors and the microbiota composition directly [22]. Nevertheless, first attempts have been made in mice to search for quantitative trait loci (QTL) associated to the presence and/or abundance of specific bacterial species or taxa and evidence is provided that host genetic control occurs in shaping the microbiota composition [23].

In poultry, not much is known about the effect of the genetic background on intestinal immune development. It is known that at hatch the innate and adaptive immune systems are immature and functional maturation occurs mainly the first 2 weeks of life in broilers [16, 18]. The innate immunity is the first line of defence, which includes the barrier function (epithelial layers), complement and coagulation cascade, phagocytes (e.g. macrophages), natural killer cells, and dendritic cells. Besides the role of the epithelial layer being the first line of defence against invading pathogens, these cells also play an important role in maintaining intestinal homeostasis by integration of microbial signals (reviewed in [24]). The adaptive immune system is also described as the acquired immune system, in which memory cells are generated after the initial challenge with an antigen. These memory cells facilitate a more efficient and faster response upon subsequent challenges with the same antigen.

It has been shown that restricting microbial exposure of chicken during early life has impact on mucin production [25]. Mucins are key components of epithelial layers, serving functions from lubrication to cell signalling to forming barriers to chemicals and pathogens. These observations already imply that bacterial colonization and critical aspects of gut (immune) homeostasis and/or barrier functions are intertwined with each other. Furthermore, studies on the effects of different pig rearing environments showed a negative effect of more ‘hygienic’ environments during early life on immune development [26]. Similarly, early life use of antibiotics in piglets has been shown to alter microbiota colonization as well as immune development [27]. It is proposed that a proper immune development requires colonization with “natural” microbiota present in the future environment [28].

The objective of this study was to investigate the impact of genetic background on both early microbial colonization of the gut in combination with functional development of intestinal tissue. To accomplish this, community-scale analysis of gut lumen microbiota and genome-wide transcriptome profiling of intestinal tissue was used. In this study we compared two genetically divergent chicken lines that differ from each other in health (immune) related phenotypes, in particular in bacterial infections and the related pathology and severity of such induced diseases by differing in immune response against *Salmonella enteritidis*, vancomycin-resistant Enterococcus, and *Campylobacter jejuni* [29–35]. The justification for using these selected lines was that they had known differences in susceptibility towards bacterial infections and thus may differ as well in the basic level of immune competence. To identify similar and dissimilar functional processes in time between the two chicken lines, the temporal gene expression profiles were analysed in more detail.

## Results

### Performance data

Body weight (Fig. 1) and Feed Conversion Ratio (FCR; Table 1) were measured in time, in order to generate a representative view of the whole life of a broiler. No statistical significant differences were observed per time-period between lines X and Y for both body weight and FCR. Body weight increased from approximately 100 grams on day 4 to approximately 2.3 kg on day 36. The FCR was slightly higher in line X compared to line Y at each time-point.

**Fig. 1:**
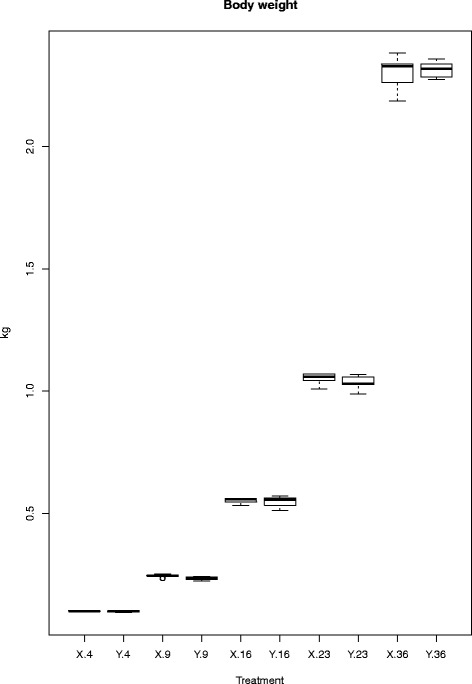
Boxplot of body weight in time for each chicken line. On the x-axis the lines X and Y and the days are depicted and the y-axis shows the body weight in kilograms. The letters X and Y stand for the chicken line and the numbers for the age in days

**Table 1:** Difference in feed conversion ratios in time between chicken line X and Y

Time-period	Line Y - X	Ratio in %
0-9	−0.004	99.46
9-16	−0.037	96.93
16-23	−0.001	99.91
23-36	−0.001	99.91

### Microbiota analyses

To investigate the differences between the two broiler lines regarding their microbiota, both redundancy (Fig. 2) and diversity analyses (Fig. 3) were performed. The redundancy analysis showed that the primary discriminant on the microbiota composition between the two genetically different broiler lines was the factor time, and secondary was the influence of genotype. An ANOVA permutation test for RDA under a reduced model, where terms were added sequentially (first to last) showed that Age, Line, and Age:Line were all significant, p-values 0.01, 0.03, and 0.01, respectively.

**Fig. 2:**
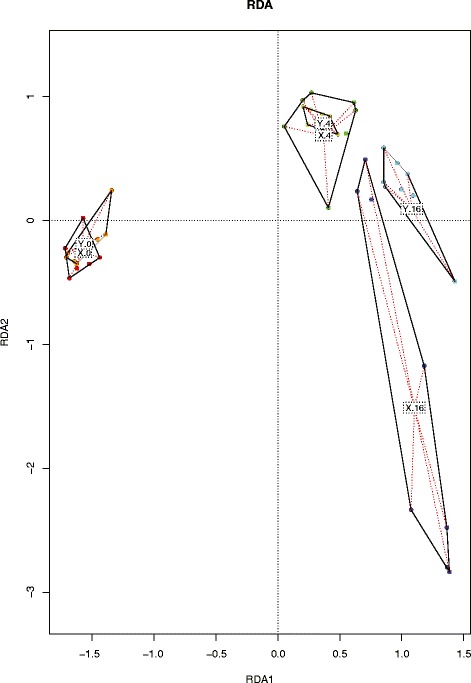
Redundancy analysis of jejunal microbiota composition (family level) on day 0, 4, and 16. Each symbol represents a pool of 10 chickens and represents their average microbiota composition. The data are represented as follows, for line X day 0 (*red*), day 4 (*green*), day 16 (*blue*) and for line Y day 0 (*orange*), day 4 (*light green*), day 16 (*cyan*)

**Fig. 3:**
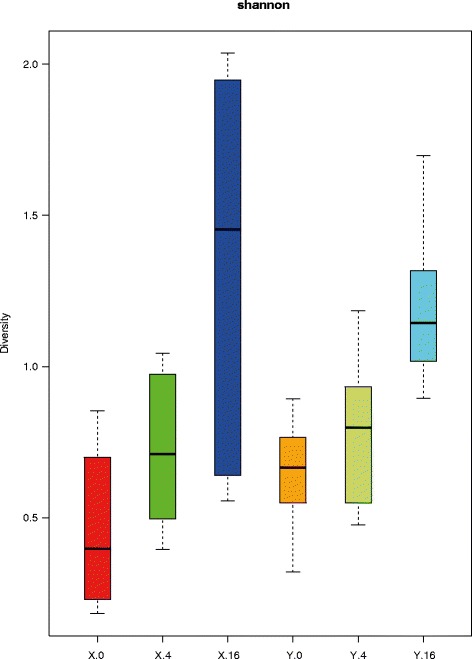
Microbiota diversity analysis of jejunal microbiota composition on day 0, 4, and 16. Box plot of the microbiota diversity measured by the Shannon index. The data are represented as follows, for line X day 0 (*red*), day 4 (*green*), day 16 (*blue*) and for line Y day 0 (*orange*), day 4 (*light green*), day 16 (*cyan*)

In the diversity analysis, which was calculated by the Shannon-index, we observed an increase in time of the microbiota diversity for each chicken line. However, no statistically significant differences were observed between the lines, in other words similar levels of diversity were observed between the two lines (X and Y).

To investigate to what extent the relative abundance of specific bacterial species were different between the chicken lines, averages of microbial families and/or species were calculated for each time-point separately (Table 2). At day 0 lines X and Y have different abundance levels of the 2 to 3 most dominant bacterial genera, *Enterococci, Escherichia* and *Lactobacilli*. Day 4 after hatch shows that the abundance of bacterial genera are more closely together, and the highest abundance is of *Lactobacilli*, 88 % average relative contribution (ARC) in line X and 84.5 % ARC in line Y. Also at day 16 similar ARC abundance at the bacterial genera level were observed between lines X and Y, however line Y had two specific genera, *Enterococci* and *Escherichia*, which were markedly higher compared to line X. Yet line X displayed overall higher ARC in various bacterial genera.

**Table 2:** Most abundant microbiota^a^ between lines X and Y

P^b^	Class	Family	Genus	X.0	Y.0	X.4	Y.4	X.16	Y.16
F	Bacilli	Enterococcaceae	Enterococcus	**83.5**	**71**	0.16	1.33	0.09	**0.72**
			Other	1.12	1.28	**7.74**	**8.6**	**3.2**	**6.12**
		Lactobacillaceae	Lactobacillus	0.12	0.02	**88**	**84.5**	**68.8**	**72.9**
		Streptococcaceae	Streptococcus	0	0	1.6	2.45	**14**	**15.1**
		Bacillaceae	Other	0	0	0	0	**1.48**	0.01
	Clostridia	Other	Other	0	0	0.14	0.09	**0.926**	0.04
		Lachnospiraceae	Other	0	0	0.12	0.02	**1.44**	0.11
		Ruminococcaceae	Faecalibacterium	0	0	0	0	**0.741**	0.01
	Erysipelotrichi	Erysipelotrichaceae	Coprobacillus	0	0	0.02	0	**1.5**	0.01
Pr	Gammaproteobacteria	Enterobacteriaceae	Escherichia	**12.6**	**26.8**	1.47	**2.69**	**1.98**	**0.84**
T	Mollicutes			0	0	0	0	**1.26**	0.03

^1^above 0.1 % average relative contribution in at least one condition

^2^P, Phylum; F, Firmicutes; Pr, Proteobacteria; T, Tenericutes

^3^In bold make up >95 % of the average relative contribution in a certain condition

### Transcriptome analyses

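Jejunal gene expression was measured with 1 microarray for each pool of 10 birds, in lines X and Y at days 0, 4 and 16. The arrays were one-colour Agilent arrays of a chicken design, on which RNA labelled with the dye Cy3 binds to short DNA probes and a scanner reads the brightness of every spot. Line X had 7 pools at day 0, 8 at day 4 and 8 at day 16, and line Y had 7, 7 and 8, giving 45 arrays. For pools 2 to 8 of line Y the sample labels hold 2 ages, day 0 and day 4. Table S1 of the paper lists these pools at day 0, and they were analysed as day 0. The authors deposited the raw intensities of each spot and a table of normalized log2 values. Within a group, the median raw intensity of an array ranged from 140 to 173.5 with a median of 150 in line X at day 0, and from 197 to 262 with a median of 256 in line Y at day 0. At day 4 it ranged from 141 to 195 (median 171.5) in line X and from 136 to 199 (median 189) in line Y. At day 16 the range was 78 to 170 (median 126) in line X and 110 to 183 (median 147.5) in line Y. The median local background lay between 19 and 26 on every array. Between 61.8 and 81.9 % of the 43603 probes other than controls were well above background on an array, and at most 1.05 % were saturated. Background correction, quantile normalization and averaging of duplicate spots followed the methods of the paper. The filter on dim probes was a reading of these methods. They state neither the scale nor whether the highest dark spot is taken per array or over all arrays. It was taken per array and on the log2 scale here, and 8457 probes were kept with the highest over all arrays. The normalized values obtained from the intensities differed from the authors' deposited log2 values by at most 5e-09. A probe was kept if it exceeded 1.1 times the highest dark corner spot in every array of at least 1 of the 6 groups, which left 25527 probes. This filter is the choice that moves the number of tested probes most, because 7687 probes remained when the limit had to be passed in all 45 arrays and 43603 without a filter. The lines were compared with limma, fitted to all 6 groups together, and p-values were adjusted by the Benjamini-Hochberg method over the probes. A probe was counted as different at an adjusted p under 0.05 and an absolute fold change above 1.3. Each group was hybridized on a slide of its own, so that effects of the slide and of the group cannot be told apart. The number of arrays limits the precision of every value.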

First an explorative principal component analysis (PCA) was performed, in which the different time-points and broiler lines could be separated (Fig. 4). In this analysis only the first two components were taken into consideration, because the variance explained was already 98.05 %. This PCA shows a convergence in overall gene expression in time between the two lines. 

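PC1 accounted for 94.0 % of the variance and PC2 for 2.89 %, with the arrays as variables and each array centred on its mean over the 25527 kept probes. The components together held 96.9 %, and this sum moved between 96.9 and 97.0 % when each pool was left out in turn. PC3 held 0.896 %. Over all 43603 probes the sum was 98.0 %. The centring moved this value most, since PC1 held 48.3 % and PC2 15.0 % when every probe was centred on its mean over the 45 arrays, a sum of 63.3 %.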

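In the plane of PC1 and PC2 the means of the lines lay 0.0670 apart at day 0, 0.0351 at day 4 and 0.0220 at day 16, in the units of the array coordinates. With every probe centred, the distances were 95.5, 68.4 and 44.8. The size of the difference between the lines over the kept probes was also computed as the root mean square of the log2 differences, less the part that the spread between pools gives by itself. It was 0.64 at day 0 (jackknife standard error 0.02), 0.47 at day 4 (0.01) and 0.47 at day 16 (0.03). With each pool left out it ranged from 0.62 to 0.65, from 0.47 to 0.48 and from 0.46 to 0.49. The difference between day 0 and the later days was larger than these errors, and the difference between day 4 and day 16 was not. The errors hold the spread between pools of a slide and none between slides. An effect of the slides on the larger size at day 0 therefore stays open. The filter on dim probes moved the size most, to 0.43, 0.30 and 0.37 when the limit had to be passed in all arrays. For the 23996 probes whose log2 difference stayed within 1.3 on every day, the size was 0.42 at day 0, 0.30 at day 4 and 0.38 at day 16. Probes beyond a log2 difference of 1.3 made up 4.74 % of the probes and 55.0 % of the summed squares at day 0, 2.47 % and 48.7 % at day 4, and 1.81 % and 31.1 % at day 16. Across probes, which are not independent replicates, the line differences at day 0 and day 4 had a correlation of 0.749, those at day 0 and day 16 of 0.237, and those at day 4 and day 16 of 0.287. In limma, the line difference itself changed in 5537 probes (21.7 %) between day 0 and day 4, in 11371 (44.5 %) between day 0 and day 16, and in 8922 (35.0 %) between day 4 and day 16.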

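Each component was turned so that line Y lay above line X at day 0. The position of the pools on each component was compared between the lines with a two-sided exact permutation test, and the 6 p-values were adjusted together. On PC2 the mean coordinate at day 0 was -0.236 ± 0.011 (SD, n = 7 pools) in line X and -0.169 ± 0.007 (SD, n = 7) in line Y (exact permutation test, adjusted p = 0.000746). At day 4 it was 0.00098 ± 0.017 (SD, n = 8) in line X and 0.0361 ± 0.012 (SD, n = 7) in line Y (exact permutation test, adjusted p = 0.000746). At day 16 the order was the other way round, with 0.168 ± 0.016 (SD, n = 8) in line X and 0.146 ± 0.008 (SD, n = 8) in line Y (exact permutation test, adjusted p = 0.00559). On PC1 the lines differed by 0.00093 at day 0, 0.0013 at day 4 and 0.0015 at day 16, and on each day every pool of line Y lay above every pool of line X (exact permutation test, adjusted p = 0.000746 on each day). Without the filter on dim probes, the difference on PC1 remained at day 0 (exact permutation test, adjusted p = 0.00175) and was within the spread between pools at day 4 (adjusted p = 0.566) and day 16 (adjusted p = 0.405), while PC2 separated the lines on all 3 days (adjusted p of 0.00175, 0.00186 and 0.0049).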

At day 0, lines X and Y are clearly separated on both principal component 1 (PC1) and PC2, whereas on day 4 and 16 separation of the two lines was mainly on PC2.

**Fig. 4:**
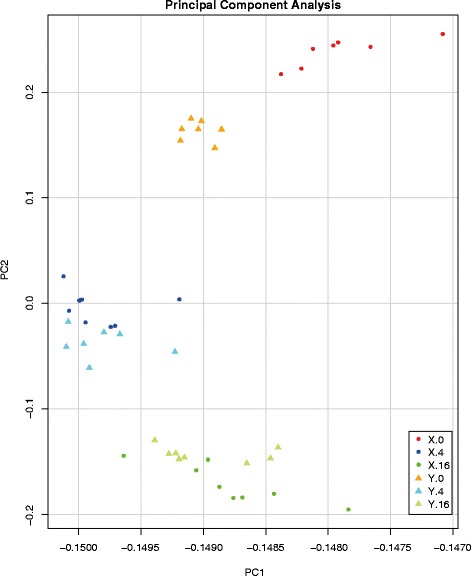
Principal Components Analysis of jejunal transcriptomics data of chicken lines X and Y. Each symbol represents whole-genome gene expression data (approximately 44 k probes) of a pool of 10 chickens. The data are represented as follows, for line X (*circles*) day 0 (*red*), day 4 (*blue*), day 16 (*green*) and for line Y (*triangles*) day 0 (*orange*), day 4 (*cyan*), day 16 (*light green*)

To get more insight into differentially expressed genes between the two lines on each time-point, statistical testing by LIMMA was performed in which up- and down-regulation was also taken into account (Table 3; upper part). 

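At day 0, 4874 of the 25527 kept probes were lower and 4855 higher in line Y than in line X, together 38.1 %. At day 4 there were 2875 lower and 3077 higher probes (23.3 %), and at day 16 there were 3953 lower and 4636 higher ones (33.6 %). The corresponding numbers of genes with a symbol were 933 lower and 1270 higher at day 0, 636 and 752 at day 4, and 941 and 765 at day 16. The median absolute log2 difference of these probes was 0.64 at day 0, 0.59 at day 4 and 0.59 at day 16. With each of the 45 pools left out in turn, the number of lower probes stayed between 4611 and 5078 at day 0, between 2707 and 2979 at day 4 and between 3755 and 4136 at day 16. The threshold on the size of the difference moved these counts most. At an absolute log2 difference above 1.3, a setting tried after the data had been seen, there were 235 lower and 972 higher probes at day 0, 87 and 543 at day 4, and 193 and 270 at day 16. The order of the days followed this threshold. The count at day 16 was 1.38 times the count at day 4 with no threshold on size, 1.01 times at a log2 difference of 1 and 0.735 times at 1.3. Day 0 had the most probes at every threshold from 0 to 3.

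**Figure D1:**
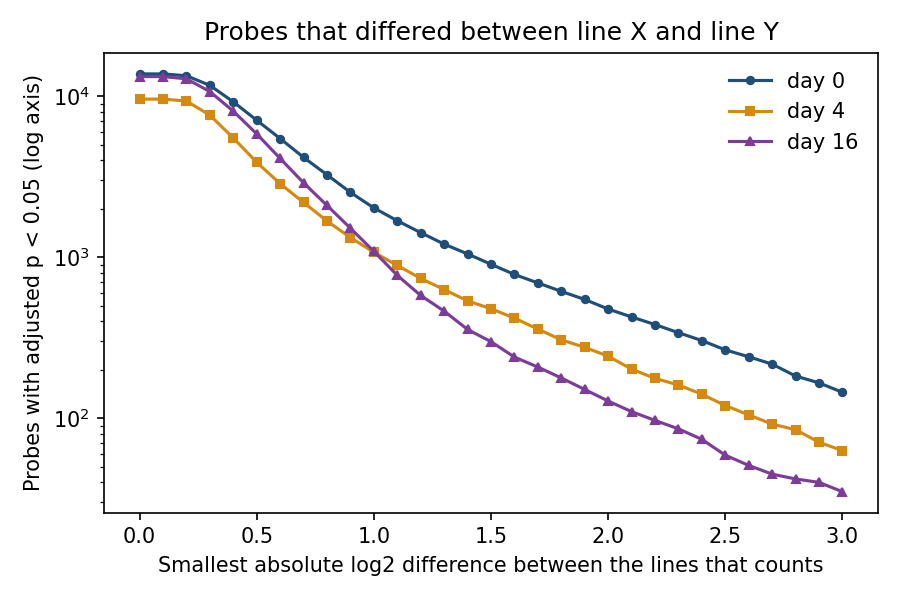
Number of probes that differed between the lines at an adjusted p under 0.05 (vertical axis, logarithmic) against the smallest absolute log2 difference that counts (horizontal axis), with 1 curve per day. The curves of day 4 and day 16 cross near a log2 difference of 1, where they hold 1073 and 1088 probes.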

Subsequent to the LIMMA analysis, functional annotation clustering (DAVID) was performed to highlight particular processes that differ between lines X and Y (Table 3; lower part). All enrichment scores (ES) above 1.3 of a particular functional annotation cluster were taken into account for day 0, 4, and 16 separately. 

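Functional annotation clustering with DAVID was not run here. In its place, 15 gene lists for generic terms were written from general knowledge and tested with limma's camera, which asks whether the genes of a list shift more than the other genes, with the correlation between the genes estimated from the arrays. Each gene was represented by its probe with the highest mean, over 3740 genes. Of the 45 tests of a list on a day, 1 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 (lowest 0.748). With a preset correlation of 0.01, camera also gave 0. Limma's fry gave 18. In the directional form used here, it asks whether the genes of a list shift in a common direction, without reference to the other genes. An exact permutation test of the mean of a list per pool, chosen after seeing the data, also gave 18. Differences of list means are given as line Y minus line X on the log2 scale. At day 0 the complement and serine protease list (13 genes) had a difference of -0.07 (exact permutation test, adjusted p = 0.381), and 5 genes were lower and 3 higher, also when adjusted over the list alone. The peptidase list (27 genes) differed by -0.09 at day 0 (exact permutation test, adjusted p = 0.0112), -0.07 at day 4 (adjusted p = 0.303) and -0.23 at day 16 (adjusted p = 0.00656). In fry the peptidase list had an adjusted p of 0.0197 at day 4. With pools of the same number in both lines fitted as a block, fry gave 0.000554, whereas camera did not pass in either setting. With the mean of all probes of a gene, its difference at day 0 was 0.02 (adjusted p = 0.384) and that at day 16 was -0.24 (adjusted p = 0.0028). The mitochondrion list (54 genes) was higher in line Y at day 0, by 0.06 (exact permutation test, adjusted p = 0.0437), and lower at day 16, by -0.08 (adjusted p = 0.0225). Its sign at day 0 turned with the signals scaled to the 75th percentile, where the difference was -0.13. With the mean of all probes of a gene the mitochondrion list differed by 0.20 at day 0 (exact permutation test, adjusted p = 0.0028), 0.05 at day 4 (adjusted p = 0.182) and -0.16 at day 16 (adjusted p = 0.0028). The mitochondrion outer membrane list (21 genes) was 0.17 higher in line Y at day 0, with every pool of line Y above every pool of line X (exact permutation test, adjusted p = 0.00656), and differed by -0.05 at day 4 (adjusted p = 0.123) and -0.11 at day 16 (adjusted p = 0.0112). Its values over all probes of a gene were 0.21 (adjusted p = 0.0028), -0.07 (adjusted p = 0.0633) and -0.17 (adjusted p = 0.0028). Protein transport (98 genes) was 0.08 higher at day 0, again with the pools of the lines fully apart (exact permutation test, adjusted p = 0.00656), and differed by -0.07 at day 16 (adjusted p = 0.0702), or by 0.19 (adjusted p = 0.0028) and -0.12 (adjusted p = 0.021) over all probes. The nuclear pore list (13 genes) differed by -0.06 at day 0 (exact permutation test, adjusted p = 0.255), and by 0.23 in the other direction with the mean of all probes of a gene (adjusted p = 0.00403). The translation list (76 genes) differed by 0.05 at day 0 (exact permutation test, adjusted p = 0.0112), 0.03 at day 4 (adjusted p = 0.0626) and -0.06 at day 16 (adjusted p = 0.0526), and its difference at day 0 was -0.29 with the signals scaled to the 75th percentile. Over all probes of a gene it was 0.23, 0.14 and -0.13 (exact permutation test, adjusted p = 0.0028 on each day). The lipase list (10 genes) was 0.13 higher in line Y at day 0 (exact permutation test, adjusted p = 0.0245) and 0.13 higher at day 4 (adjusted p = 0.0702), although its median gene differed by -0.01 and -0.05, and the difference over all probes was 0.03 (adjusted p = 0.384) and 0.08 (adjusted p = 0.222). The ion transport list (48 genes) differed by -0.09 at day 0 (exact permutation test, adjusted p = 0.0191) and by -0.06 at day 16 (adjusted p = 0.192), and over all probes by -0.02 (adjusted p = 0.386) and -0.11 (adjusted p = 0.0334).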

Each ‘enriched’ cluster was summarized manually into two-three representative keywords describing the generic term (Table 4).

**Table 3:** Differential expression between groups and corresponding functional annotation clustering

LIMMA	Y.0-X.0		Y.4-X.4		Y.16-X.16	
	Down	Up	Down	Up	Down	Up
Number of probes^a^	283	741	70	449	171	232
Number of genes^a^	109	418	33	256	80	89
DAVID	Y.0-X.0		Y.4-X.4		Y.16-X.16	
	Down	Up	Down	Up	Down	Up
DAVID identifiers^b^	70	334	21	194	64	53
Number of clusters	18	104	5	69	19	11
ES > 1.3	3	6	0	7	3	0

^a^adjusted p-value < 0.05 and absolute fold change > 1.3

^b^from the human (hsa) database

**Table 4:** Generic biological terms^a^ from Functional Annotation Clustering (ES > 1.3) between line X and Y

Day 0 - low in Y vs. high in X	
Generic Term^a^	ES
serine proteinase/complement/resp. wounding	1.57
Protease/peptidase activity	1.47
LIM/Zinc finger	1.47
Day 0 - high in Y vs. low in X	
Generic Term	ES
mitochondrial	2.87
organelle lumen (nitracellular/nucleus)	2.84
intracellular protein transport	2.46
protein localization	2.3
mitochondrion outer membrane	1.52
nuclear pore	1.35
Day 4 - high in Y vs. low in X	
Generic Term	ES
translation	2.28
lumen/nucleus	2.15
mitochondrion	1.79
mitochondrion outer membrane	1.72
lipase activity	1.32
regulation of translation	1.3
cytoskeleton/microtubule	1.3
Day 16 - low in Y vs. high in X	
Generic Term	ES
ion transport	2.46
channel activity	1.58
anion transport	1.34

^a^Manually curated the database hits per cluster into as few as possible representative key words

To investigate the differences in temporal gene expression patterns between the lines, a regression based approach was performed (R-package maSigPro). This resulted in 3671 probes, corresponding to 1922 genes, that had different temporal expression patterns over time. 

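The steps of maSigPro were written out in R with the settings of the methods, because the package was not used here. A regression on line, time, squared time and their products passed the F test in 23358 of the 25527 kept probes, and a term for the line was retained in 21428 of these. A final model with an R squared over 0.8 and a line term was found for 6595 probes, which carry 1373 gene symbols. Of these 6595 probes, 5415 also differed between the lines on at least 1 of the 3 days in the comparison by limma, and 1180 on none. The limit on R squared moved the count most, to 10743 at 0.7 and 21428 without a limit. A straight line in time gave 1791 probes. In simulated arrays with the real time courses and no difference between the lines, 1285 of 25127 probes passed the same steps. Of 200 probes with a constant planted log2 difference of 2, 198 passed. Smaller constant differences were not planted, so that the sensitivity to them is not known.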

The next step was to identify (dis)similar temporal expression patterns between the lines, therefore ‘soft’ clustering of the genes was performed (R-package MFuzz). 

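The 6595 probes were grouped by fuzzy c-means into 9 clusters, which held from 317 to 1074 probes. The numbers of these clusters are their ranks by size and are not those of the paper. In cluster 4 (755 probes) line Y was higher than line X by 1.87 at day 0 and 1.32 at day 4 on the log2 scale, and by 0.00 at day 16. Cluster 1 (1074 probes) was lower in line Y by a difference of -0.51 at day 0 and -0.19 at day 4, with 0.01 at day 16. Cluster 2 (1014 probes) differed by -0.19 at day 0, -0.11 at day 4 and 0.68 at day 16. On all 3 days cluster 8 (402 probes) was higher in line Y, by 1.46, 1.22 and 1.02, whereas cluster 9 (317 probes) differed by -1.05, -0.91 and -0.91 and cluster 5 (710 probes) by -0.27, -0.33 and -0.32. Of the probes of cluster 8, 281 differed in the same direction on all 3 days in the comparison by limma, and of cluster 9, 208 did. The other 3 clusters differed by at most 0.42 on any day.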

Nine clusters were generated, each displaying a particular expression pattern in time for one or both lines (Table 5). Visualization of these cluster is shown in Fig. 5, were red lines depict line X and green lines depict line Y. Furthermore, to investigate the function of the collection of genes in a certain cluster, functional annotation clustering was performed and the results are depicted in Fig. 5.

**Table 5:** Results of soft clustering of genes displaying a different temporal expression pattern when comparing line X and Y

Cluster	1	2	3	4	5	6	7	8	9	Total
Number of probes	190	900	486	382	524	314	323	240	312	3,671
Number of genes	99	371	295	274	199	156	189	123	216	1,922

**Fig. 5:**
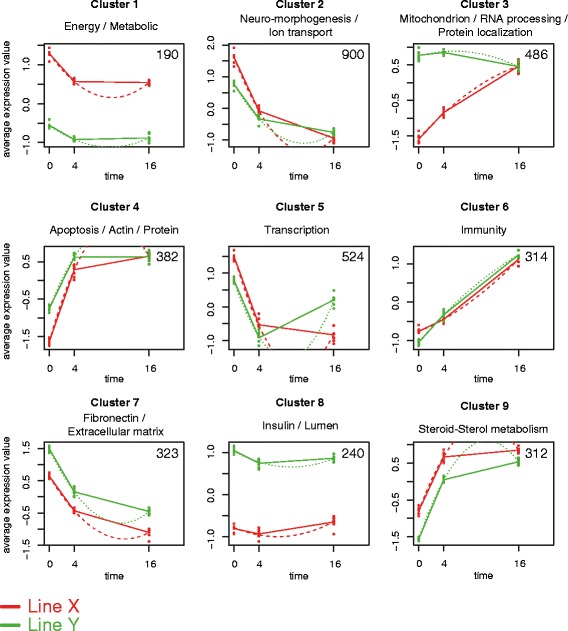
Differences in temporal expression patterns between two genetically different chicken lines by regression based analysis. Nine clusters were obtained after using regression based analysis (maSigPro). Each cluster consists of multiple probes/genes (number of probes/genes shown in top-right corner) displaying differential temporal gene expression patterns between line X (*red line*) and Y (*green line*). The 8 dots per time point and per chicken line represent the average expression value of a pool of 10 chicken. In each graph, he x-axis represents time in days and the y-axis represents the average expression value. Solid lines are the average expression values of the eight pools and dotted/striped lines are predictions from the regression based analysis (maSigPro). The genes in each cluster were used as input for functional analysis (DAVID), and representative key words are shown for each cluster above the graph

## Discussion

In this study two genetically different broiler lines were compared, which were known to differ in their immunological responses towards bacterial infections and the pathology and severity of the induced diseases [29–35]. However, these broiler lines did not differ in any growth characteristics. Thus these broiler lines may differ in the basic level of immune competence. Currently it is not known on what level the two lines deviate from each other and what the underlying mechanisms are for their difference in immunological properties. It is known that programming of the innate as well as the adaptive immune system occurs mainly at young age and the microbial species in the gastro-intestinal tract play a major role in shaping the immune system and the development of the intestinal barrier functions [36, 37]. Compared to human and mice, in chicken not much is known about the impact of genotypic variation on early life microbial colonization in relation to the functional development of the gut. The objective of this study was to investigate the impact of the genetic variation between the two broiler lines on both microbial colonization of the gut and functional development of intestinal tissue. The microbial communities of the two lines (X and Y) differ in composition, but have similar levels of diversity. Also the intestinal gene expression patterns showed marked differences between the two broiler lines, especially at days 0 and 4.

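The probes named here were chosen by a fixed rule, as the largest log2 differences among probes with a gene symbol whose pools of one line all lay above those of the other. Where a probe was not well above background in some or all pools of the lower line, a lower bound of the fold is given. For this bound, each of these pools was taken at no less than the lowest signal of the probes well above background on its array. For ARHGEF39 at day 16 and CCL20 at day 0 this changed nothing, and the measured fold is given. For IL8L2 at day 0 no bound is given, because some pools of line X were not well above background either. Probe A_87_P036450 of DARS was at least 63.1-fold higher in line Y at day 0 (limma, adjusted p = 1.66e-26) and at least 38.4-fold at day 4 (adjusted p = 4.76e-25). It was well above background in 2 of 7 pools of line X at day 0 and in 4 of 8 at day 4. The 2 other probes of DARS moved in the same direction, by 3.51 on average on the log2 scale at day 0. For ARHGEF39, probe A_87_P091701 was at least 29.9-fold higher in line Y at day 0 and at least 25.6-fold at day 4. As measured it was 13.6-fold higher at day 16 (limma, adjusted p = 1.28e-23), when 6 of 8 pools of line X were well above background. EPHB2 probe A_87_P133603 was at least 23.7-fold higher in line Y at day 0 and at least 20.0-fold at day 4 (limma, adjusted p = 7.55e-23), with 1 of 8 pools of line X well above background at day 4, and 3.20 higher on the log2 scale at day 16 (adjusted p = 7.83e-18). The other probe of ARHGEF39 differed by -0.36 on the log2 scale at day 0 and the other probe of EPHB2 by 0.23. In the opposite direction, NUF2 probe A_87_P036083 was at least 144-fold lower in line Y at day 0, at least 123-fold at day 4 and at least 86.6-fold at day 16, while the other NUF2 probe differed by 0.07, -0.08 and -0.18. PMM2 probe A_87_P036306 was at least 5.86-fold lower in line Y at day 0, at least 7.90-fold at day 4 and at least 48.4-fold at day 16, and its 2 other probes differed by 0.15, -0.04 and -0.39 on average. At day 0, CHIA probe A_87_P038128 was at least 8.12-fold lower in line Y (limma, adjusted p = 3.61e-09), with 3 of 7 pools of line Y well above background, and CHIA had no other kept probe. FLNC probe A_87_P038137 differed by -3.11 at day 4 (limma, adjusted p = 1.46e-07), with 2 other probes at -0.49 on average. Of the remaining probes at day 16, FAM234B probe A_87_P055581 was at least 6.06-fold higher in line Y, with its other probe 1.32 higher on the log2 scale, and BLB1 probe A_87_P058751 differed by -4.44 (limma, adjusted p = 4.14e-27), with its other probe at -2.30. The BLB1 difference was -0.61 at day 0 and -1.57 at day 4. Of the chemokines and cytokines that the paper names, IL8L2 probe A_87_P009398 differed by -1.06 on the log2 scale at day 0 (limma, adjusted p = 0.0372). It was at least 1.61-fold lower in line Y at day 4 (limma, adjusted p = 0.154) and differed by -0.35 on the log2 scale at day 16 (adjusted p = 0.496). It was well above background in 5 of 7 pools of line X and 2 of 7 of line Y at day 0, and in 6 of 7 of line Y at day 4. At day 4 its difference passed the threshold with the pool number as a block. The difference at day 0 was no longer past the thresholds with an offset of 50 or without background correction. The IL6 probes did not pass the filter on dim probes.

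**Figure D2:**
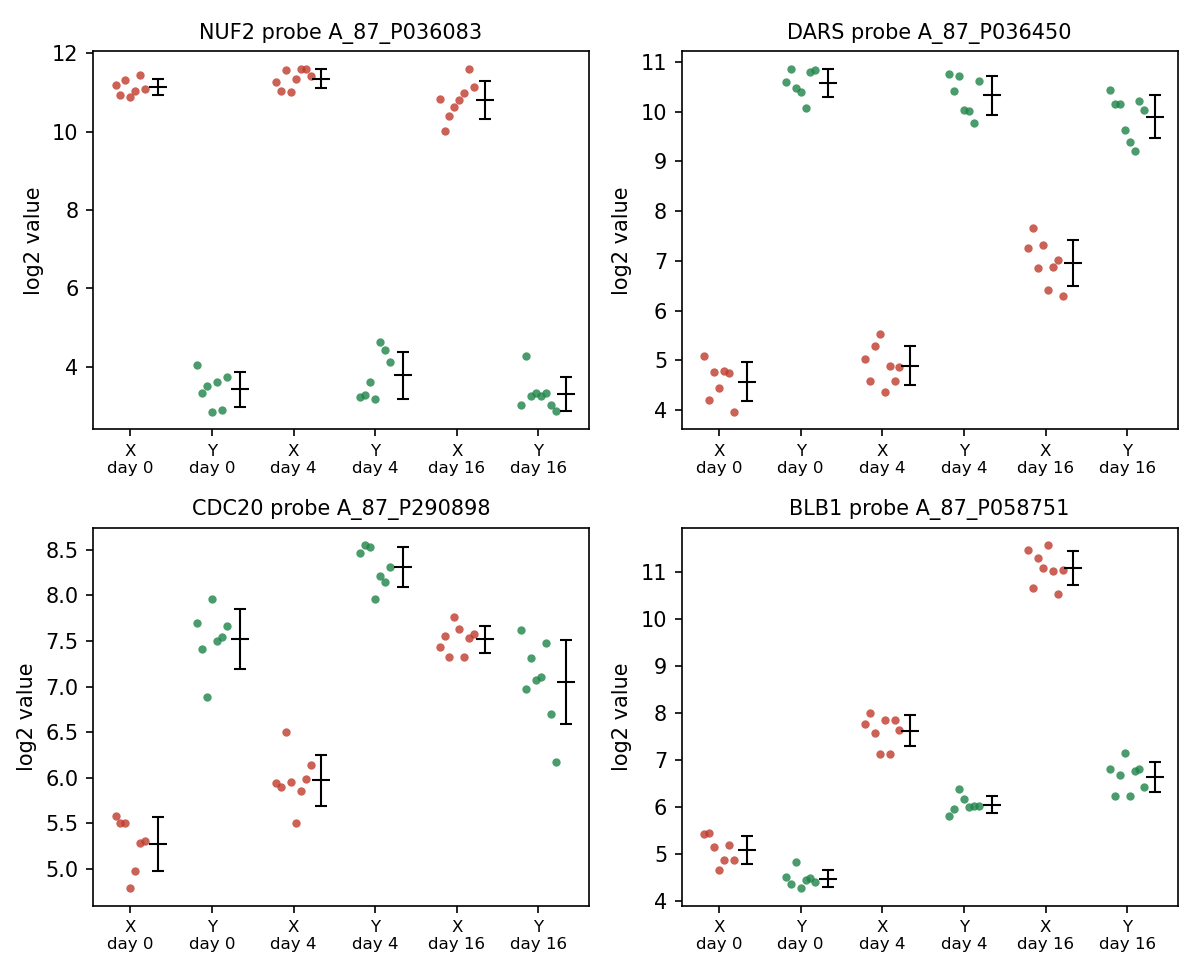
Normalized log2 value (vertical axis) of 4 probes in every pool of line X (red) and line Y (green) at days 0, 4 and 16, with 1 point per pool, placed side by side in order of pool number. Black bars give the mean and the SD of 7 or 8 pools. The NUF2 probe has means between 10.8 and 11.4 in line X and between 3.30 and 3.78 in line Y, where it is not well above background, and the BLB1 probe rises with age, to 11.1 in line X and 6.64 in line Y at day 16.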

### Microbiota differences in two genetically different broiler lines

In this experiment both broiler lines were hatched at the same hatchery and before starting this experiment the chambers were disinfected with the same protocols. Furthermore, both broiler lines were hatched and reared at the same time (in separate pens) and chickens were exposed to the same environment and nutrition This might explain the small differences observed in the diversity of microbiota, this in agreement with the concept that environmental microbiota are the first colonizers [20, 38]. The composition of microbiota is dependent on the circumstances in the gut and therefore it seems logical to assume that host genetic factors have a bigger impact on microbiota composition than on microbiota diversity. Therefore we hypothesize that the observed difference in microbiota composition over time is due to the fact that these broilers are genetically different. The importance of host genetic factors has already been observed in mice and humans [22, 39, 40]. Since the differences between the lines X and Y in microbiota composition are already demonstrable at the early life stage of the birds, this may have impact on immune programming and the activity of the immune system at later life stages. This hypothesis is in agreement with previous observation with these lines that their immunological responses upon challenge are quite different [29–35]. These studies showed that line Y was more immunological responsive and resistant against both Gram-negative (*Salmonella*) and Gram-positive bacteria (vancomycin-resistant *Enterococcus gallinarum*), as well as parasitic protozoan (*Eimeria tenella*). In recent work, they have proven that chickens with a higher phenotype of key pro-inflammatory mediators (IL-6, CXCLi2 (IL8L2), and MIP family CC chemokine CCLi2) were naturally more resistant against *Salmonella* [41]. The latter shows that it is possible to select for natural resistance against pathogens, here we want to understand the dynamics and kinetics in early development in more detail in order to improve the resistance against pathogens in chicken.

In order to understand the dynamics and kinetics of the colonization, we zoomed in on the major differences in microbiota composition between the lines included *Enterococci*, *Lactobacilli*, and *Escherichia* species. *Enterococci* belong to the lactic acid bacteria, members of the gastro-intestinal tract of hosts, due to the fact that they can colonize a range of hosts including *Caenorhabditis elegans*, insects, reptiles, birds, and mammals [42, 43]. *Enterococci faecalis and E. faecium* are the two most abundant commensals in humans. However, these species are also potential pathogens and contain intrinsic (and acquired) mechanisms for antibiotic resistance and virulence factors (reviewed in [44]) and for this reason they are now labelled as important clinical pathogens. Their specific contribution to the programming and shaping of the immune system is thus far not known.

*Escherichia*, facultative anaerobe bacteria, are another genus that is dominant in early life of these broilers. In adult pigs they have shown that high numbers *Escherichia*, mostly *Escherichia coli*, appear in the gastro-intestinal tract, nonetheless the health status was not affected in these pigs [45]. Although the role of commensal *E. coli* in the gastrointestinal tract is not yet fully understood, we need to acknowledge that *E. coli* is dominant in early life and could fulfil an important role in the development of the gut ecosystem.

*Lactobacilli* are characterized as beneficial for health, mainly because they produce lactic acid which inhibits the growth of (putative) pathogens. Different Lactobacillus strains are already identified that exclude other (pathogenic) bacteria by competitive exclusion or enhancing immunity. For example, *Lactobacillus salivarius* prevents *Salmonella enteritidis* colonization CTC2197 [46]. It has also been shown that a cocktail of bacteria, including *Lactobacillus acidophilus*, *Lactobacillus casei*, *Bifido bacterium bifidium*, and *Enterococcus faecium*, enhances mucosal immunity against *Eimeria acervulina* [47]. Another example is the *Lactobacillus johnsonii* FI9785 bacteria which excludes bacterial pathogens [48]. However, *Lactobacilli* can become pathobionts, but this is mostly in immuno-compromised or elderly people [49]. Different strains of *Lactobacilli* are also used as probiotics to improve the health status of humans [50–53] and chickens [54–56]. This shows, that a higher abundance of (particular) *Lactobacilli* strains in the gut may affect health status beneficially [54–56], either by reducing the pathogen load and/or strengthening the immune defence against infections. In this research, the time factor is predominantly present throughout the data, i.e. the colonization of the *Lactobacilli* from 0-0.1 % ARC at day 0 to 84-88 % ARC at day 4. This high relative contribution of *Lactobacilli* over time may also be important for the immune development in the gut. Only small differences between line X and Y are observed, where line X has slightly higher abundance at day 0, which could be associated to the high activity of immune genes.

### Different temporal gene expression patterns between broiler lines

The expression of many genes and processes in the intestinal tissue differed between the two broiler lines. 

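In 6616 of the 25527 kept probes (25.9 %) every pool of one line lay above every pool of the other at day 0, where chance gives 0.0583 %. At day 4 this held for 3057 probes (12.0 %, by chance 0.0311 %) and at day 16 for 3248 probes (12.7 %, by chance 0.0155 %). On all 3 days together 1316 probes passed the thresholds of limma in the same direction, 755 higher and 561 lower in line Y, against 191 that independent days would give, and 534 passed on all 3 days with differing signs. At an absolute fold change above 2 the number in the same direction was 231.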

The most dominant processes were related to cell cycle and proliferation. 

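Of the 64 kept genes of the cell cycle list, 12 differed between the lines at day 0 (18.8 %), 8 at day 4 (12.5 %) and 20 at day 16 (31.2 %), and the same numbers were found when adjusted over the list alone. Over all 3740 genes with 1 probe each, 31.7 % differed at day 0, 17.8 % at day 4 and 28.4 % at day 16. Ranked by the percentage of genes that differed, the cell cycle list was at place 11 of the 15 lists at day 0, at place 9 at day 4 and, level with the ion transport list, at place 5 at day 16. The complement and serine protease list had the highest percentage at day 0 (61.5 %) and at day 4 (38.5 %), and the lipase list at day 16 (6 of its 10 genes). These percentages are taken on single days, whereas the paper draws on temporal clusters annotated with DAVID, so that they are another measure.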

Another cluster was associated to immunity, whereas other clusters could not be linked to immunity or barrier function, such as metabolic and transcriptional processes.

The link of genes being involved in cell cycle and proliferation is shown in several clusters (3, 4, and 7). More specifically these clusters were associated to apoptosis, extracellular matrix, and mitochondrion. These results show that cell proliferation/apoptosis is a main difference between these lines, especially in early age, these processes may be directly linked to the barrier function of the gut. It has been estimated that every 3-5 days the gut is renewed [57], tight regulation of cell death (apoptosis) and proliferation of epithelial cells is paramount to ensure structural integrity in the gut [58]. 

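The apoptosis list (43 kept genes) was higher in line Y by 0.07 at day 0 (exact permutation test of the mean per pool, adjusted p = 0.00874) and by 0.09 at day 4 (adjusted p = 0.0199), and it differed by -0.02 at day 16 (adjusted p = 0.533), on the log2 scale. Its median gene differed by -0.01 at day 0 and 0.07 at day 4. At day 0, 6 genes were lower and 4 higher, and 4 were lower and 6 higher at day 4, also when adjusted over the list alone. Without the 4 genes whose probe differed in the same direction on all 3 days, the difference at day 0 was -0.04 (exact permutation test, adjusted p = 0.0184) and that at day 4 was 0.01 (adjusted p = 0.629). The extracellular matrix list (52 kept genes) differed by -0.05 at day 0 (exact permutation test, adjusted p = 0.262), 0.04 at day 4 (adjusted p = 0.533) and 0.13 at day 16 (adjusted p = 0.0432), where 17 genes were higher and 6 lower in line Y. With the mean of all probes of a gene, the extracellular matrix difference at day 16 was 0.08 (exact permutation test, adjusted p = 0.233), and the apoptosis list differed by 0.16 at day 0 (adjusted p = 0.0028), 0.07 at day 4 (adjusted p = 0.0759) and -0.09 at day 16 (adjusted p = 0.0243). With camera, none of these differences had an adjusted p under 0.05.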

In chicken multiple interventions, including fasting, diet, thermal conditioning, and stress, already have been described that affect epithelial structure, growth, and function [59–62].

Moreover, the intestinal barrier has an important role in maintaining homeostasis and when dysfunction of the intestinal barrier occurs this is associated to several gastrointestinal diseases, including inflammatory bowel disease, food intolerance, and celiac disease [63–66]. Compared to line X, line Y showed higher average expression of cell cycle and proliferation related processes which may contribute to the immune phenotype observed, higher resistance against bacterial infections. This data suggests that a heightened status of the barrier function in early life could lead to less mortality. This could also be reflected in the lower activity of immune genes at day 0 in line Y, indicating that the immune programming might be delayed.

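The mean log2 value of the cell cycle list at day 0 was 9.91 ± 0.09 (SD, n = 7 pools) in line X and 9.98 ± 0.10 (SD, n = 7) in line Y, a difference of 0.08 that was within the spread between pools (exact permutation test, p = 0.157, adjusted p = 0.253). At day 4 the means were 10.35 ± 0.09 (SD, n = 8) and 10.35 ± 0.06 (SD, n = 7), a difference of -0.001 (exact permutation test, p = 0.981). At day 16 they were 10.02 ± 0.09 (SD, n = 8) and 10.17 ± 0.05 (SD, n = 8), a difference of 0.15 (exact permutation test, p = 0.000777, adjusted p = 0.00699 over the 45 tests of a list on a day). At day 16, 45 of the 64 genes were higher in line Y and 17 of these passed the thresholds of limma, whereas 3 genes passed as lower. The adjusted p of camera was 0.978 at day 16 and that of fry 0.0022. With the mean of all probes of a gene, the difference at day 16 was 0.08 (exact permutation test, adjusted p = 0.0976). The line difference changed by 0.15 between day 4 and day 16 (limma on the list means, adjusted p = 0.0301), and by 0.07 between day 0 and day 16 (adjusted p = 0.309). Besides NUF2, the members with the largest differences were E2F4 and CDC20 at days 0 and 4 and MCM6 at day 16. Members were ranked over all their kept probes, whereas the list mean takes the probe of each gene with the highest mean. A named probe therefore need not enter the list mean. E2F4 probe A_87_P074531 was at least 5.97-fold higher in line Y at day 0 (limma, adjusted p = 2.48e-23) and at least 3.54-fold at day 4 (adjusted p = 2.11e-18), when 1 of 7 and 4 of 8 pools of line X were well above background, with its other probe at 0.29 and 0.80 on the log2 scale, and that other probe, A_87_P036476, differed by -0.83 at day 16 (adjusted p = 0.00414). CDC20 probe A_87_P290898 was higher by 2.25 at day 0 (limma, adjusted p = 8.78e-16) and at least 4.99-fold at day 4 (adjusted p = 2e-16), when 7 of 8 pools of line X were well above background, while its 2 other probes differed by 0.10 and -0.19 on average. MCM6 probe A_87_P036588 was higher by 1.24 at day 16 (limma, adjusted p = 1.24e-11), with its other probe at 0.22.

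**Figure D3:**
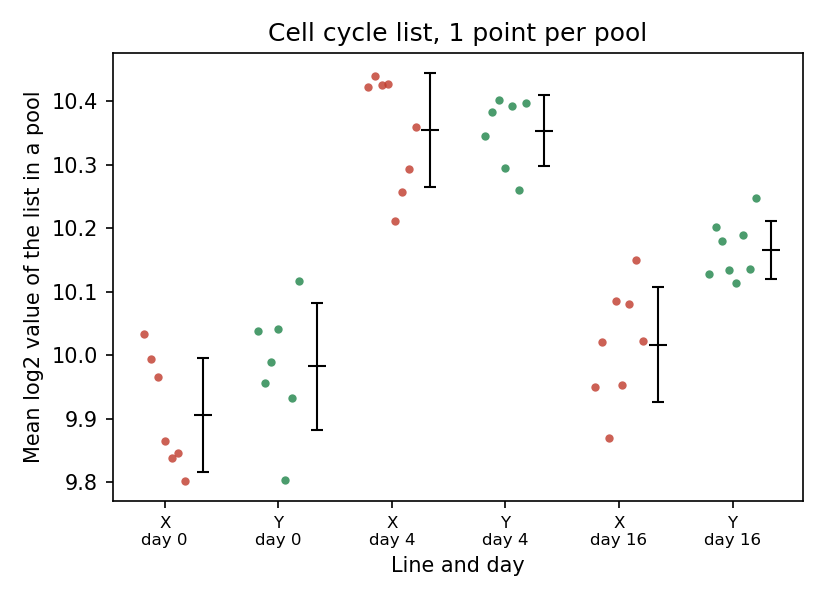
Mean log2 value of the 64 cell cycle genes in each pool (vertical axis) of line X (red) and line Y (green) at days 0, 4 and 16, with points side by side in order of pool number. Black bars give the mean and the SD of 7 or 8 pools. The pools of line Y lie between 10.11 and 10.25 at day 16 and those of line X between 9.87 and 10.15.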

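Of 153 genes in the immunity list, 77 were kept on the array. At day 0 the mean log2 value of the list was 8.75 ± 0.12 (SD, n = 7 pools) in line X and 8.50 ± 0.14 (SD, n = 7) in line Y, a difference of -0.25 (exact permutation test, p = 0.00524, adjusted p = 0.0197). In line Y 51 of the 77 genes were lower, and limma found 28 lower and 8 higher, also when adjusted over the list alone. The median gene differed by -0.24. Relative to the other genes the shift had an adjusted p of 0.978 in camera, and fry gave 0.00394. Over the other scalings and background corrections the difference stayed between -0.27 and -0.19. Single members were taken over all their kept probes, so that a named probe need not enter the list mean. Among them, AvBD10 probe A_87_P133223 differed by -2.10 at day 0 (limma, adjusted p = 6.41e-09), with its 2 other probes at -1.67 on average. IL15 probe A_87_P037851 was higher in line Y, by 3.61 (limma, adjusted p = 3.19e-15), while the 3 other IL15 probes differed by 0.04 on average. CCL20 probe A_87_P038098 was also higher, 4.61-fold as measured (limma, adjusted p = 7.61e-14), with 6 of 7 pools of line X well above background and its other probe at -0.41 on the log2 scale.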

We were surprised to see limited effects on immune related processes. Only one cluster differing between line X and Y was associated with immunity, one could expect more because these lines differ in resistance against bacterial infection and showed deviating gene expression after an immune challenge [29–35]. This immunity cluster only differed at day 0, where line X showed higher expression compared to line Y and from day 4 to 16 a similar expression pattern was observed. This immunological expression pattern in time was already observed in earlier work of our group and others [16–18]. This suggests that overall immune development in these broiler lines were comparable except at early stage. Thus, in order for chickens to survive the turbulent start of life which is accompanied with the microbial colonization and gut differentiation, chickens may either invest in the immune programming or the barrier function at an early stage.

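At day 4 the immunity list was at 9.82 ± 0.18 (SD, n = 8 pools) in line X and 9.69 ± 0.22 (SD, n = 7) in line Y, a difference of -0.12 that was within the spread between pools (exact permutation test, p = 0.247, adjusted p = 0.318). With the pool number as a block, the difference at day 4 was -0.15 and passed in limma's fry (adjusted p = 0.0465) but not in camera. At day 16 the list was at 10.73 ± 0.10 (SD, n = 8) in line X and 10.73 ± 0.12 (SD, n = 8) in line Y, a difference of 0.00 (exact permutation test, p = 1.0). Limma found 11 lower and 9 higher genes of the list at day 4 and 9 lower and 13 higher at day 16, also when adjusted over the list alone. Cluster 7 of the fuzzy c-means clusters, numbered by size, held 34 immunity genes among 616 probes and 141 gene symbols. Its mean in line X was 7.68 at day 0, 8.25 at day 4 and 9.98 at day 16, and in line Y it was 7.54, 8.39 and 10.12. Clusters 5 and 6 held 15 and 14 immunity genes. Over all probes of the cluster, the line difference on the 3 days was -0.27, -0.33 and -0.32 in cluster 5. In cluster 6 it was 0.42, 0.11 and 0.10. Single members, again taken over all their kept probes, differed on the later days as well. IL15 probe A_87_P037851 was higher in line Y by 3.51 at day 4 (limma, adjusted p = 5.74e-15) and 2.06 at day 16 (adjusted p = 5.77e-09), CCL20 probe A_87_P038098 by 2.19 at day 4 (adjusted p = 6.97e-14), and AvBD10 probe A_87_P133223 differed by -1.73 at day 4 (adjusted p = 3.98e-07). At day 16, BF1 probe A_87_P130067 differed by -1.71 (limma, adjusted p = 3.96e-05), with its 4 other probes at 0.24 on average.

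**Figure D4:**
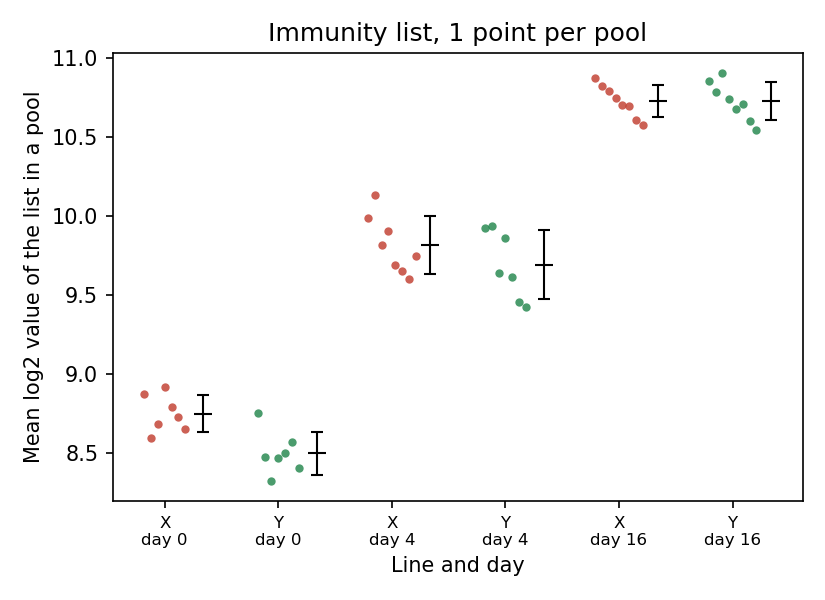
Mean log2 value of the 77 immunity genes in each pool (vertical axis) of line X (red) and line Y (green) at days 0, 4 and 16, with points side by side in order of pool number. Black bars give the mean and the SD of 7 or 8 pools. At day 0 the pools of line Y lie between 8.32 and 8.75 and those of line X between 8.59 and 8.92, and at day 16 both lines lie between 10.54 and 10.90.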

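Whether the line difference of the immunity list changed with age was tested with limma on the list means. The difference moved by 0.12 from day 0 to day 4 (limma, adjusted p = 0.335), by 0.25 from day 0 to day 16 (adjusted p = 0.0508) and by 0.12 from day 4 to day 16 (adjusted p = 0.329), with the 45 tests of changes of lists adjusted together. Deviations of pools with the same number correlated over 0.1 in 7 of 7 pairs at day 4, in 4 of 7 at day 0 and in 3 of 8 at day 16. Such pools also share the position on the slide, so that a pairing of the pools is not established. With the pool number as a block on all days, the change was 0.10 (limma, adjusted p = 0.0823), 0.25 (adjusted p = 0.000253) and 0.15 (adjusted p = 0.0152) for the same pairs of days. With the position of the array on its slide as a covariate the adjusted p was 0.211, 0.00869 and 0.125. The block and the position were tried after the data had been seen, and whether a change is found depends on this choice. From a single cluster of immune genes that was higher in line X at day 0 and followed a similar pattern in both lines afterwards, the paper proposes that the immune development of the lines was comparable except at an early stage.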

## Conclusions

- Both colonization of gut microbiota and functional processes are influenced by the genetic background
- Microbiota composition diverges over time
- Intestinal functional processes and corresponding gene expression are mainly affected in early life between two genetically different chicken lines
- Temporal differences between these two lines suggest different coping mechanisms in early life

## Methods

### Experimental design

1-day-old chicks (Lines X and Y) were housed in a floor pen system in which the chicks had *ad libitum* access to feed and water. At days 0, 4 and 16, 80 birds of each line X and line Y were sacrificed for tissue sampling, in total 240 birds per line. Subsequently, samples from these 80 birds were pooled in 8 pools of ten birds. Samples were pooled because our main interest was in the generic processes at the population level of these genetically divergent broiler lines. We acknowledge that we lose the ability to interpret the data on an individual level. This pooling strategy, 8 pools of 10 chicken, enabled us to identify smaller differences between the two genetically different broiler lines compared to analysing 8 individual chickens. The absolute difference in the average of individual samples appointed significant was 1.3, whereas in the pooling strategy this was reduced to 0.4.

The Feed Conversion Ratio (FCR) was calculated by dividing the feed intake for the time-period of interest by the average daily gain for the time-period of interest. The following time-periods were analysed 0-9, 9-16, 16-23, and 23-36, and each time the FCR for line X was subtracted from line Y to investigate the difference between the broiler lines.

### Ethics statement

This animal experiment was approved by the institutional animal experiment committee “Dier Experimenten Commissie (DEC) Lelystad” (accession number 2013035.b), in accordance with the Dutch regulations on animal experiments.

### Microbiota analysis

#### DNA extraction

Jejunal content was snap frozen in liquid nitrogen and stored at -80 °C. For the microbial DNA extraction the following protocol was used. Jejunal content was mixed 1:1 with PBS and vortexed, spun for 5 min (300 g) at 4 °C. The supernatant was transferred to a new tube and spun for 10 min (9000 g) at 4 °C, thereafter supernatant was removed. Subsequently the QIAamp DNA Stool Mini Kit protocol was used as described by the manufacturer (https://www.qiagen.com/nl/products/catalog/sample-technologies/dnasample-technologies/genomic-dna/qiaamp-dna-stool-mini-kit/). The samples were eluted in 100 μl of the (provided) elute buffer and thereafter an optical density measurement was performed to check the DNA quality on Nanodrop (Agilent Technologies).

#### V3 PCR

Oligo V3_F, with sequence; CCTACGGGAGGCAGCAG and oligo V3_R with sequence; ATTACCGCGGCTGCTGG.

The following PCR program was ran: Step 1 98 °C for 2 min. Step 2 98 °C for 10s, step 3 55 °C for 30s, and step 4 72 °C for 10s, step 5 72 °C for 7 min. Where step 2-4 were repeated for 15 times. All PCR products were subjected to quality control by running 5 μl of PCR product on a 2 % E-Gel® Agarose Gel Electrophoresis System (Life Technologies).

#### QIIME

Samples were sequenced by targeted-amplicon 16S sequencing on the MiSeq (Additional file 1: Table S1 shows the reads per sample and Additional file 1: Table S2 shows the summary per broiler line at each time-point) and analysed for taxonomy profile per sample with clustering by profile by using QIIME [67]. Standard assembly based on amplicon, with primer removal was performed. For Quality filtration the following settings were used: 1) > Q20 and 2) amplicons >100 bases. For the data analysis pseudoreads were clustered into operational taxonomic units (OTUs) per sample at 97 % similarity and OTU-representative sequences were aligned against the aligned Greengenes core set (13_8 release) [68, 69]. Singletons were removed, as well as chimeras, the latter with Chimeraslayer [70].

#### Statistical analysis

The biodiversity was calculated by the vegan package (http://cran.r-project.org/web/packages/vegan/) within the R environment, by employing the Shannon diversity index. The richness and evenness data (together with the diversity) are depicted in Additional file 1: Tables S3, S4 and S5. The Redundancy analysis (RDA) was also performed by using the vegan package, the following model was ran on the family level microbiota data: y = Time + Treatment + Time* Treatment + error. Furthermore, statistical significance testing for over- and under-representation of the bacterial groups was made at the family level by performing the Wilcoxon signed-rank test, and p-values were converted to false discovery rate (FDR) values to correct for multiple testing.

### Transcriptomic analysis

#### RNA extraction tissue

Total RNA was extracted from 50 to 100 mg jejunum tissue. All samples were homogenised using the TisuPrep Homogenizer Omni TP TH220P) in TRizol reagent (Life Technologies) as recommended by the manufacturer with minor modifications. The homogenised tissue samples were dissolved in 5 ml of TRizol reagent. After centrifugation the supernatant was transferred to a fresh tube. Subsequently a phase separation with chloroform was performed as described by the manufacturer Life Technologies. The RNA was precipitated and dissolved and quantified by absorbance measurements at 260 nm. Quality Control was performed using the Agilent Bioanalyser.

#### Labelling, hybridization, scanning and feature extraction

Labelling of RNA was done as recommended by Agilent Technologies using the One-Color Microarray-Based Gene Expression Analysis Low input Quick Amp Labelling. The input was 10 ng of total RNA and 600 ng of labelled cRNA was used for hybridization on the eight pack array (Agilent 049577 chicken array). Hybridization was performed as described in the One-Color Microarray-Based Gene Expression Analysis Low input Quick Amp Labelling protocol from Agilent in the hybridization oven (G2545A hybridization Oven Agilent Technologies). The hybridization temperature was 65 °C with rotation speed 10 rpm for 17 h. After 17 h the arrays were washed as described in the One-Color Microarray-Based Gene Expression Analysis Low input Quick Amp Labelling protocol from Agilent. The arrays were scanned using the DNA microarray scanner with Surescan high resolution Technology from Agilent Technologies. Agilent Scan Control with resolution of 5 μm, 16 bits and PMT of 100 %. Feature extraction was performed using protocol 10.7.3.1 (v10.7) for 1 colour gene expression.

#### Data analysis

The gene expression data (GEO accession number GSE65042) were analysed by using R (v3.0.2) by executing different packages, including LIMMA [71] and arrayQualityMetrics [72]. The data were read in and background corrected (method = “normexp” and offset = 1) with functions from the R package LIMMA [71] from Bioconductor [73]. Quantile normalisation of the data was done between arrays. The duplicate probes mapping to the same gene were averaged (‘avereps’) and subsequently the lower percentile of probes were removed in a three-step procedure, 1) get the highest of the dark spots to get a base value, 2) multiply by 1.1, and 3) the gene/probe must be expressed in each of the samples in the experimental condition [74].

#### Statistical and functional genomics analysis

To test the differences between the chicken lines (X and Y) on each day separately, the following contrasts, Y.0-X0, Y.4-X.4, and Y.16-X.16, were generated within the LIMMA package [71]. DAVID [75] was used to perform Functional Annotation Clustering (FAC) for the three different contrasts, i.e. Y.0-X0, Y.4-X.4, and Y.16-X.16. The up- and down-regulated genes were separately analysed.

To investigate the temporal patterns for each chicken line and to find similarities and dissimilarities, we have performed a maSigPro analysis with subsequent soft clustering (MFuzz package). Clustering of data is an important bioinformatic tool in transcriptomic time-analysis and can uncover structures buried in these large transcriptomic datasets. Soft clustering is less sensitive to noise, compared to hard clustering and soft clustering has two main advantages, by generating how well clusters represent genes and the overall relation between clusters [76, 77]. MaSigPro is a R-package [78], especially generated to handle short time-series microarray gene expression data and to find genes, based on a regression based approach, which have significantly different expression profiles between treatments. The following settings were used, in p.vector the Q value was set at 0.01 and multiple testing correction was performed by using Benjamini Hochberg with minimum observation of 20. For T.fit, which makes a stepwise regression fit for time series gene expression experiments, the ‘backward’ step method was used with ‘alfa’ at 0.05. Filtering of genes based on r-square (>0.8) was performed and ‘vars’ was set at ‘each’, generating as many significant genes extractions as variables in the general regression model.

### Availability of supporting data

The transcriptomics data discussed in this study have been deposited in NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/), and are accessible through GEO series accession no. GSE65042 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65042).

The microbiota data discusses in this study have been deposited in figshare (http://figshare.com/), and are accessible through http://dx.doi.org/10.6084/m9.figshare.1406903.

## Additional file

Additional file 1:
**Suplementary Tables.** **Table S1.** MiSeq reads per sample. **Table S2.** MiSeq reads summary. **Table S3.** Species diversity measurements. **Table S4.** Species diversity summary. **Table S5.** Statistical testing for differences in species diversity measurements between broiler lines at each time-point.

# Supplementary material for: Early life microbial colonization of the gut and intestinal development differ between genetically divergent broiler lines
**Source:** BMC Genomics. 2015 May 28;16(1):418. doi: 10.1186/s12864-015-1646-6
**Supplement:** Additional file 1: — Suplementary Tables. Table S1. MiSeq reads per sample. Table S2. MiSeq reads summary. Table S3. Species diversity measurements. Table S4. Species diversity summary. Table S5. Statistical testing for differences in species diversity measurements between broiler lines at each time-point.

Supplementary Tables

Table S1 MiSeq reads per sample

| **Pool** | **Line** | **Age** | **Line.Age** | **Reads** | **Pool** | **Line** | **Age** | **Line.Age** | **Reads** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| X2 | X | 0 | X0 | 1021220 | Y2 | Y | 0 | Y0 | 1516049 |
| X3 | X | 0 | X0 | 883461 | Y3 | Y | 0 | Y0 | 1646448 |
| X4 | X | 0 | X0 | 1217463 | Y4 | Y | 0 | Y0 | 1113153 |
| X5 | X | 0 | X0 | 858707 | Y5 | Y | 0 | Y0 | 1446494 |
| X6 | X | 0 | X0 | 1048364 | Y6 | Y | 0 | Y0 | 1746496 |
| X7 | X | 0 | X0 | 1032836 | Y7 | Y | 0 | Y0 | 924875 |
| X8 | X | 0 | X0 | 817078 | Y8 | Y | 0 | Y0 | 1038047 |
| X9 | X | 4 | X4 | 959948 | Y9 | Y | 4 | Y4 | 1211536 |
| X10 | X | 4 | X4 | 1668735 | Y10 | Y | 4 | Y4 | 1291354 |
| X11 | X | 4 | X4 | 1589937 | Y11 | Y | 4 | Y4 | 1213121 |
| X12 | X | 4 | X4 | 758785 | Y12 | Y | 4 | Y4 | 1350627 |
| X13 | X | 4 | X4 | 1670203 | Y13 | Y | 4 | Y4 | 1232810 |
| X14 | X | 4 | X4 | 1565244 | Y15 | Y | 4 | Y4 | 1449059 |
| X15 | X | 4 | X4 | 873221 | Y16 | Y | 4 | Y4 | 1471600 |
| X16 | X | 4 | X4 | 889724 | Y17 | Y | 16 | Y16 | 911681 |
| X17 | X | 16 | X16 | 1298821 | Y18 | Y | 16 | Y16 | 1368195 |
| X18 | X | 16 | X16 | 1249677 | Y19 | Y | 16 | Y16 | 769562 |
| X19 | X | 16 | X16 | 1357991 | Y20 | Y | 16 | Y16 | 716567 |
| X20 | X | 16 | X16 | 704148 | Y21 | Y | 16 | Y16 | 1506785 |
| X21 | X | 16 | X16 | 826374 | Y22 | Y | 16 | Y16 | 1416140 |
| X22 | X | 16 | X16 | 1348373 | Y23 | Y | 16 | Y16 | 1295903 |
| X23 | X | 16 | X16 | 499229 | Y24 | Y | 16 | Y16 | 1440025 |
| X24 | X | 16 | X16 | 500522 |  | | | | |

Table S2 MiSeq reads summary

| **Line.Age average** | **Reads** | **SEM1** |
| --- | --- | --- |
| X0 | 982733 | 52571 |
| X4 | 12469775 | 144170 |
| X16 | 973142 | 134517 |
| Y0 | 1347366 | 121113 |
| Y4 | 1317158 | 41441 |
| Y16 | 1178107 | 114503 |

1SEM. standard error of the mean

Table S3 Species diversity measurements

| **Pool** | **Line** | **Age** | **Evenness** | **Richness** | **Diversity1** | **Pool** | **Line** | **Age** | **Evenness** | **Richness** | **Diversity** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| X2 | X | 0 | 0.058 | 29 | 0.197 | Y2 | Y | 0 | 0.139 | 76 | 0.604 |
| X3 | X | 0 | 0.060 | 73 | 0.260 | Y3 | Y | 0 | 0.091 | 34 | 0.320 |
| X4 | X | 0 | 0.047 | 47 | 0.184 | Y4 | Y | 0 | 0.247 | 37 | 0.894 |
| X5 | X | 0 | 0.175 | 61 | 0.719 | Y5 | Y | 0 | 0.190 | 87 | 0.848 |
| X6 | X | 0 | 0.212 | 56 | 0.853 | Y6 | Y | 0 | 0.106 | 105 | 0.494 |
| X7 | X | 0 | 0.106 | 42 | 0.397 | Y7 | Y | 0 | 0.148 | 90 | 0.666 |
| X8 | X | 0 | 0.155 | 82 | 0.682 | Y8 | Y | 0 | 0.194 | 34 | 0.685 |
| X9 | X | 4 | 0.109 | 121 | 0.523 | Y9 | Y | 4 | 0.125 | 57 | 0.508 |
| X10 | X | 4 | 0.108 | 78 | 0.473 | Y10 | Y | 4 | 0.280 | 68 | 1.184 |
| X11 | X | 4 | 0.121 | 73 | 0.520 | Y11 | Y | 4 | 0.192 | 69 | 0.815 |
| X12 | X | 4 | 0.206 | 90 | 0.930 | Y12 | Y | 4 | 0.115 | 62 | 0.477 |
| X13 | X | 4 | 0.086 | 98 | 0.395 | Y13 | Y | 4 | 0.238 | 82 | 1.051 |
| X14 | X | 4 | 0.238 | 80 | 1.044 | Y15 | Y | 4 | 0.185 | 75 | 0.798 |
| X15 | X | 4 | 0.188 | 118 | 0.899 | Y16 | Y | 4 | 0.137 | 73 | 0.590 |
| X16 | X | 4 | 0.221 | 101 | 1.020 | Y17 | Y | 16 | 0.321 | 196 | 1.698 |
| X17 | X | 16 | 0.123 | 90 | 0.556 | Y18 | Y | 16 | 0.206 | 122 | 0.992 |
| X18 | X | 16 | 0.161 | 78 | 0.702 | Y19 | Y | 16 | 0.238 | 142 | 1.181 |
| X19 | X | 16 | 0.126 | 95 | 0.577 | Y20 | Y | 16 | 0.207 | 152 | 1.042 |
| X20 | X | 16 | 0.393 | 109 | 1.847 | Y21 | Y | 16 | 0.229 | 125 | 1.107 |
| X21 | X | 16 | 0.404 | 112 | 1.909 | Y22 | Y | 16 | 0.187 | 120 | 0.895 |
| X22 | X | 16 | 0.223 | 116 | 1.060 | Y23 | Y | 16 | 0.281 | 156 | 1.419 |
| X23 | X | 16 | 0.424 | 108 | 1.985 | Y24 | Y | 16 | 0.251 | 126 | 1.217 |
| X24 | X | 16 | 0.438 | 104 | 2.036 | Y24 |  |  |  |  |  |

1Diversity calculated by Shannon-index

Table S4 Species diversity summary

| **Line.Age** | **Evenness** | **SEM1** | **Richness** | **SEM** | **Diversity2** | **SEM** |
| --- | --- | --- | --- | --- | --- | --- |
| X0 | 0.12 | 0.02 | 55.71 | 6.89 | 0.47 | 0.10 |
| X4 | 0.16 | 0.02 | 94.88 | 6.37 | 0.73 | 0.10 |
| X16 | 0.29 | 0.05 | 101.50 | 4.54 | 1.33 | 0.24 |
| Y0 | 0.16 | 0.02 | 66.14 | 11.47 | 0.64 | 0.07 |
| Y4 | 0.18 | 0.02 | 69.43 | 3.14 | 0.77 | 0.10 |
| Y16 | 0.24 | 0.02 | 142.38 | 9.10 | 1.19 | 0.09 |

1SEM, standard error of the mean; 2Diversity calculated by Shannon-index

Table S5 Statistical testing for differences in species diversity measurements between broiler lines at each time-point

| **Evenness** | | **Richness** | | **Diversity** | |
| --- | --- | --- | --- | --- | --- |
| **T-test1** | **p-value** | **T-test** | **p-value** | **T-test** | **p-value** |
| Y0 vs. X0 | 0.206 | Y0 vs. X0 | 0.451 | Y0 vs. X0 | 0.201 |
| Y4 vs. X4 | 0.490 | Y4 vs. X4 | 0.005 | Y4 vs. X4 | 0.732 |
| Y16 vs. X16 | 0.387 | Y16 vs. X16 | 0.001 | Y16 vs. X16 | 0.590 |

12-sided homoscedastic Student’s t-test

How the deposited data were processed for this re-analysis (not part of the article)

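Jejunal tissue of broiler lines X and Y was analysed at days 0, 4 and 16 after hatch. Each of the 45 arrays held the RNA of 1 pool of 10 birds, with 7 pools of line X and 7 of line Y at day 0, 8 and 7 at day 4, and 8 and 8 at day 16. Pools carried the numbers 2 to 8 at day 0, 9 to 16 at day 4 and 17 to 24 at day 16, and pools numbered alike in both lines lay at the same position of their slides. Labels and Table S1 gave the line, the age and the pool of each array.

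The authors deposited the scanner output of every array, with the raw intensities of each spot and of its local background, and these intensities were not normalized. The authors also deposited 1 table of log2 values, which they had made with limma by normexp background correction with an offset of 1, quantile normalization between arrays and averaging of duplicate spots. No column of per-sample values was left without a sample.

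From the intensities, the log2 values were computed again with limma version 3.58.1 in R version 4.3.3, with data.table version 1.17.8 to read the files. The median foreground and the median local background of each spot entered the normexp correction, because these were the measures in the scanner output that gave the deposited log2 values. The design had named the mean foreground, with the median as an alternative, so that the median became the setting in use and the mean foreground was not run. Spots of 56 control types were removed after normalization. Spots marked as outliers by the scanner software made up 0.0261 % of the other spots. No pair of arrays held identical values, and the correlation of 2 arrays of a group lay between 0.973 and 0.994.

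The filter on dim probes took the highest dark corner spot of each array, multiplied its log2 value by 1.1 and kept a probe that exceeded this limit in every array of at least 1 group. The highest dark corner spot had a median log2 value of 5.37 over the arrays and ranged from 4.31 to 9.73, with the next highest array at 7.73. The number and the brightness of the arrays limit the precision of all values, since probes near this limit have little signal over background.

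Probes were named through the RefSeq accessions of the array design and the gene table of a RefSeq annotation of assembly GRCg7b, used for names only. Of 31725 accessions on the array, those with a gene symbol covered 10458 probes and 4655 genes, and 7824 probes and 3740 genes were kept by the filter. The other probes entered the counts of probes without a name.

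Comparisons between lines were fitted with limma's lmFit and eBayes to all 6 groups together, with contrasts of line Y minus line X on each day and of these differences between days. Thresholds were an adjusted p under 0.05 by the Benjamini-Hochberg method and an absolute fold change over 1.3. The principal components were taken over arrays as variables, each centred on its mean. The temporal patterns followed the steps of maSigPro, which were written out in R, with a degree of 2, a Q of 0.01, backward elimination at an alfa of 0.05 and an R squared over 0.8. Fuzzy c-means came from e1071 version 1.7.16, with 9 clusters, a fuzzifier of 1.72 and 20 starts. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.

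Gene lists for 15 generic terms held between 42 and 207 genes. Of the 108 genes of the cell cycle list 66 were matched on the array and 64 kept, and of the 153 genes of the immunity list 105 were matched and 77 kept. Further lists held marker genes of smooth muscle, enterocytes, erythrocytes, liver, pancreas and goblet cells, and genes of the W chromosome. None of the 14 goblet cell genes was matched, and 0 were tested. Lists were tested with limma's camera and fry and with exact permutation tests of the list mean per pool. P-values of correlations came from 100000 permutations.

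The genes named in the text were the 3 with the largest log2 difference per day and direction, among probes past the thresholds that carry a gene symbol and whose pools of one line all lay above those of the other. Added to these were up to 3 members of the cell cycle and immunity lists per day with the largest difference, and the genes that the paper names, which are IL6, IL8L2 and CCLi2. No probe was matched to CCLi2, and the 2 probes of IL6 were removed by the filter on dim probes.

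Whether pool numbers pair the arrays of the 2 lines was checked by the correlation of their deviations from the group means. At day 4 the correlation was over 0.1 in all 7 pairs, between 0.102 and 0.261, with a mean of 0.182 against -0.0262 for pools of different number. At day 0 it was over 0.1 in 4 of 7 pairs and at day 16 in 3 of 8. Because pools numbered alike share the position on the slide, these values cannot tell a pairing of the pools from an effect of the position. Pool numbers were also fitted as a block, on all days.

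The samples and their groups, the tests, the gene lists, the rule for named genes and the first alternatives were set before the data were examined. Those first alternatives changed the offset, the background correction, the normalization, the filter on dim probes, the groups in the fit, the block, the array weights, the variance model, the thresholds, the averaging of probes, the temporal model, the centring of the components and the test of lists. The slide could not be fitted as a block, because each of the 6 groups lay on a slide of its own.

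The steps were tested on simulated data that took the group means of line X for both lines and the residual spread of each real probe. For the comparison at day 0, 85 of 100 probes with a planted log2 change of 0.8 and 98 of 100 with a change of 1.5 were called, along with 5 of 25327 unchanged probes, over 25527 probes. For the comparison at day 4, 0 of 25527 unchanged probes were called by limma. For the temporal patterns, 198 of 200 probes with a planted constant line difference of 2 on the log2 scale were called. The DAVID enrichment and the microbiota sequences were not analysed here, apart from the diversity values of Table S3.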

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

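The tests of changes in list means, also with the pool number or the position, the splits of the pools for changes between days, the comparison of spike-in probes between days and the tests on markers without saturated probes were chosen only after the results were seen.

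The line difference changed with age in many probes, which is a difference between time points in the same contrast. It changed in 5537 probes from day 0 to day 4, in 11371 from day 0 to day 16 and in 8922 from day 4 to day 16. Of 100 splits of the pools of each day into groups of the same sizes, the real one included, 1 gave as many probes in each of these comparisons, namely the real one, so that a chance assignment of pools can be excluded. The highest count among the other splits was 31, 3792 and 1950. An effect of the slide stays open. Between the slides of day 0, 6 of 7 spike-in control types differed at an adjusted p under 0.05 in limma, with a median log2 difference of -0.89 after normalization and -0.37 before it. Between the slides of day 4 and of day 16, 0 of 7 differed at an adjusted p under 0.05 in limma, with medians of -0.19 and -0.35 and with 0 and 3 types at an unadjusted p under 0.05. A change of the line difference with age and a difference between slides cannot be told apart, because each group lies on 1 slide. A biological change with age is among the open explanations and was not tested further.

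Of 45 changes of a list's line difference between days, 20 had an adjusted p under 0.05 in limma on the list means. From day 0 to day 4 the difference of line Y minus line X changed by -0.22 for the mitochondrion outer membrane list (adjusted p = 6.6e-06) and by 0.17 for the sterol list (adjusted p = 0.0301). From day 0 to day 16 it changed by -0.14 for the mitochondrion list, -0.28 for the outer membrane list (adjusted p = 8e-08), -0.16 for protein transport, -0.11 for translation, -0.18 for lipase and -0.088 for apoptosis. It rose over the same days by 0.18 for extracellular matrix, 0.36 for sterol (adjusted p = 6.6e-06) and 0.36 for the neuro list (adjusted p = 0.000486). From day 4 to day 16 the changes were 0.15 for cell cycle, -0.16 for peptidase, -0.10 for mitochondrion, -0.10 for protein transport, -0.091 for translation, -0.18 for lipase, -0.11 for apoptosis, 0.19 for sterol and 0.20 for the neuro list. The day 0 differences of the mitochondrion and translation lists turned sign under another scaling, the former to -0.13 and the latter to -0.29, and the sterol difference at day 16 to -0.002. Changes between days were computed with quantile normalization only. With the pool number as a block 23 changes passed, the same 20 together with immunity from day 0 to day 16 (0.25, adjusted p = 0.000253) and from day 4 to day 16 (0.15, adjusted p = 0.0152) and peptidase from day 0 to day 16 (-0.14, adjusted p = 0.0035). With the position as a covariate 22 passed, the same 20 together with immunity (adjusted p = 0.00869) and peptidase (adjusted p = 0.0188) from day 0 to day 16. The slide stays open for all of these changes.

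A larger share of the muscle layer in the line Y samples was weighed for the neuro and extracellular matrix lists at day 16. The mean of 13 smooth muscle markers, of which 1 is also in another list, was higher in line Y by 0.29 at day 16 (exact permutation test, adjusted p = 0.0238), 0.16 at day 0 (adjusted p = 0.0273) and 0.05 at day 4 (adjusted p = 0.861). Its most abundant genes, MYLK and ACTG2, with mean log2 values of 15.92 and 15.47, were higher by 0.27 and 0.58 at day 16, whereas KCNMB1 differed by -0.62. MYLK and ACTG2 were saturated on some arrays, and the 11 markers saturated on none differed by 0.27 at day 16 (exact permutation test, adjusted p = 0.0184). Within groups the neuro list rose with the markers over the 45 pools (Pearson's r 0.781 and Spearman's rho 0.727, permutation p = 1e-05 for both, the smallest that 100000 permutations can give, adjusted p = 2e-05 over 4 relations), and r was 0.738 without the 2 pools farthest from the median. The extracellular matrix list did so as well, with r 0.744 and rho 0.687, the same p-values, and r 0.661 without 2 pools. With the markers taken out at the slope within groups, the difference of the extracellular matrix list at day 16 went from 0.13 to 0.0052 (exact permutation test, p = 0.889), so that a larger share of muscle is a candidate explanation for it. The neuro list went from 0.25 to 0.10 (exact permutation test, p = 0.0176), which argues against muscle as the whole cause. With the 11 markers without saturation these values were 0.02 (exact permutation test, p = 0.652) for the extracellular matrix list and 0.11 (p = 0.0137) for the neuro list. Whether the lines differ in the thickness of the muscle layer or the samples in how they were taken was not tested.

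A smaller share of muscle or a larger share of epithelium in line Y was also weighed for the cell cycle list, whose line difference changed from day 4 to day 16. Smooth muscle markers were higher by 0.29 in line Y at day 16 and did not fall, and the list was not related to them within groups (r -0.179, rho -0.176, permutation p = 0.262 and 0.261, adjusted p = 0.349 and 0.348). With muscle markers taken out, the difference of the list at day 16 was 0.17 (exact permutation test, p = 0.000622). These values argue against a smaller share of smooth muscle as the source. A share of epithelium stays open. Within groups the list was not related to the 17 enterocyte markers (r 0.0193, rho -0.0163, permutation p = 0.899 and 0.921, adjusted p the same, and r -0.00881 without 2 pools). Of these markers 10 were saturated on at least 1 array, so that their mean can hide a change. The 7 others were not related to the list either (r 0.0617, rho 0.0332, permutation p = 0.697 and 0.831, adjusted p = 0.871 and 0.921 over 5 relations), and they differed by -0.066 on average at day 16 (exact permutation test, adjusted p = 0.488), with 4 genes lower and 3 higher in line Y. Other cell types were not tested, and an effect of the slide remains open.

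Of 18 named probes, 15 changed their line difference between days at an adjusted p under 0.05 in limma. From day 0 to day 16 the difference changed by -3.06 for DARS (adjusted p = 5.68e-12), -1.44 for ARHGEF39, -1.53 for EPHB2, -2.99 for PMM2, 1.94 for CHIA (adjusted p = 0.00166), -1.65 for FAM234B, -3.83 for BLB1 (adjusted p = 5.95e-19), -2.50 for E2F4 probe A_87_P074531, -1.55 for IL15, -1.40 for CCL20 and 1.98 for AvBD10. From day 4 to day 16 it changed by -2.81 for CDC20 (adjusted p = 7.33e-14), 0.54 for MCM6 (adjusted p = 0.00857), -1.63 for E2F4 probe A_87_P036476 and -1.85 for BF1 (adjusted p = 0.00188). The changes for ARHGEF39, EPHB2, PMM2, and FAM234B include a group in which the probe was not well above background in any pool, so that their size is not a measured one. DARS, CHIA and E2F4 probe A_87_P074531 were well above background in some pools only, as were CCL20 at day 0 and CDC20 at day 4. The size of the changes of these probes depends on the background as well. No biological explanation was tested for these probes.

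Of 90 list means in a group of pools, 4 had a pool far from the others, where chance gives about 1 in 20, and PC1, PC2 and the median raw signal had 0 such pools in their 18 groups. For pool 22 of line X at day 16 the neuro list was at 8.48. The array had a median raw signal of 119.5, within the 78 to 170 of the other pools, so its brightness does not set it apart, whereas its smooth muscle markers were at 13.43 against 12.81 to 13.26 in the other pools. A larger share of muscle layer in this pool is a candidate explanation. For pool 8 of line Y at day 0 the neuro list was at 9.19. Its raw signal of 259 lay within 197 to 262, and its smooth muscle markers at 13.77 within the 13.70 to 13.97 of the others, so that neither sets this pool apart. For pool 10 of line Y at day 4 the nuclear pore list was at 11.19, with a raw signal of 198 within 136 to 199, and its smooth muscle markers, at 13.62, lay below the 13.78 to 14.09 of the other pools, a relation that was not tested. For pool 16 of line Y at day 4 the sterol list was at 12.71, with a raw signal of 156 within the same range. No biological explanation was tested for the last 3 pools, and a single chance deviation in each is open.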

How the results depend on the processing

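The settings chosen after seeing the data were the threshold on log2 differences, the filter at the highest dark corner over all arrays, the product of line and time, the position and HINTW covariates, the size of the line difference under other settings, the permutation, block and shared-gene settings of the list tests, and the block and position settings of the changes of lists.

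Probe counts kept within 1.5 times their value under the other offset, background corrections, normalizations, groups in the fit, array weights, variance model and block, and under leaving out each pool. With no filter on dim probes there were 4375 probes lower in line Y at day 4. With the dark corner limit in all arrays, which tested fewer probes, there were 1000 lower and 1128 higher at day 0, 659 and 487 at day 4, and 1041 and 1006 at day 16, while the line difference changed in 1250 probes from day 0 to day 4, 2928 from day 0 to day 16 and 2212 from day 4 to day 16. With the highest dark corner over all arrays the counts were 1254 and 1387 at day 0, 657 and 785 at day 4, and 1132 and 1343 at day 16, with changes between days in 1442, 3458 and 2643 probes. With no threshold on fold change 5354 were lower at day 4, and 6143 lower and 7107 higher at day 16. At an adjusted p under 0.01 the difference changed from day 0 to day 4 in 3076 probes. At an absolute log2 difference over 1.3 there were 235 lower and 972 higher at day 0, 87 and 543 at day 4, and 193 and 270 at day 16, with changes in 194, 1623 and 1010 probes. With probes averaged per gene name, which leaves fewer features, 3184 were higher at day 0, 1892 lower at day 4, 2507 lower at day 16, and 3676 changed from day 0 to day 4. These shifts follow from the number of features and the thresholds in each setting.

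With each of the 45 pools left out in turn, the probes lower in line Y ranged from 4611 to 5078 at day 0, from 2707 to 2979 at day 4 and from 3755 to 4136 at day 16. The probes higher in line Y ranged from 4552 to 5106, from 2974 to 3127 and from 4434 to 4888. The changes between days ranged from 4521 to 6391 for day 0 to day 4, from 10867 to 11729 for day 0 to day 16 and from 8444 to 9208 for day 4 to day 16.

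Pools of the same number in both lines were correlated at day 4, and they share the position on the slide. With pool number as a block on all days the counts were 4905 lower and 4919 higher at day 0, 2994 and 3130 at day 4, and 3994 and 4649 at day 16. In this setting 6357, 11702 and 9226 probes changed between days. In the changes of list means between days, the block brought immunity from day 0 to day 16 (adjusted p = 0.000253) and from day 4 to day 16 (adjusted p = 0.0152) and peptidase from day 0 to day 16 (adjusted p = 0.0035) past the threshold, and the position on the slide as a covariate brought immunity (adjusted p = 0.00869) and peptidase (adjusted p = 0.0188) from day 0 to day 16 past it. The other changes of lists kept their side of the threshold in both settings. The cause was not tested. The block brought IL8L2 at day 4 past the thresholds and changed no other call of a named probe. The slide was not run as a block, because each group has 1 slide, and the mean foreground was not run.

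Temporal pattern counts were 1871 with the dark corner limit in all arrays, 2442 with the highest dark corner over all arrays, 10743 with an R squared over 0.7, 21428 without a limit on R squared, 1791 with time as a straight line and 17741 with a limma F test of the 3 line contrasts. The line differences shared by the 3 days numbered 231 at a fold change over 2 and 137 at a log2 difference over 1.3.

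The size of the line difference depends on the offset and the filter. At days 0, 4 and 16 it was 0.52, 0.39 and 0.40 with an offset of 50, 0.57, 0.43 and 0.43 without background correction, 0.71, 0.53 and 0.52 with signals less the 75th percentile, 0.57, 0.42 and 0.42 without the filter, and 0.43, 0.30 and 0.37 with the dark corner limit in all arrays. With the highest dark corner over all arrays it was 0.54 at day 0 and 0.41 at day 4. Day 0 had the largest size in each of these settings.

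The first 2 components held 99.8 % of the variance without centring, 63.3 % with probes centred and 98.0 % without the filter. Each component was turned so that line Y lay above line X at day 0. With probes centred, PC1 followed age, with means in line X of -99.6, 1.33 and 72.1 at days 0, 4 and 16. With the arrays centred, PC2 did so. On both of these, line Y lay below line X at day 16 (exact permutation test, adjusted p = 0.00497 with probes centred). On the other component, line Y lay above line X on all 3 days with either centring (adjusted p = 0.000466 at day 16 with probes centred). Without the filter, the order on PC1 turned at day 4 (adjusted p = 0.566) and kept its direction at day 16 but was not past the threshold (adjusted p = 0.405). The cause was not tested.

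Under camera with an estimated correlation, 0 lists were past the threshold in 495 tests over 11 settings, with a lowest adjusted p of 0.107, and in the setting used for the reported values 1 of 45 tests had an unadjusted p under 0.05. Self-contained tests, which ask another question, called more lists. Under fry the adjusted p at day 0 was 0.00394 for immunity, 0.0247 for mitochondrion, 0.000308 for outer membrane, 0.00394 for lipase, 0.0126 for ion transport and 1.76e-05 for sterol. At day 4 it was 0.0197 for peptidase, 0.0251 for outer membrane, 0.0466 for lipase and 0.043 for sterol. At day 16 it was 0.0022 for cell cycle, 5.66e-06 for peptidase, 0.0409 for mitochondrion, 0.000603 for outer membrane, 0.031 for protein transport, 0.043 for translation, 0.000603 for extracellular matrix and 0.000445 for neuro.

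With the block in fry, 19 tests passed and with the block in camera 0, with a lowest adjusted p of 0.325 and 1 test at an unadjusted p under 0.05. The fry values with the block were 5.2e-05 for immunity, 0.0126 for peptidase, 0.019 for mitochondrion, 0.000241 for outer membrane, 0.00455 for protein transport, 0.00887 for lipase, 0.0104 for ion transport and 0.000212 for sterol at day 0. At day 4 they were 0.0465 for immunity, 0.000554 for peptidase and 0.0101 for outer membrane, and lipase and sterol no longer passed. At day 16 they were 0.00211 for cell cycle, 2.15e-07 for peptidase, 0.0305 for mitochondrion, 0.000264 for outer membrane, 0.00122 for protein transport, 0.0143 for translation, 0.00126 for extracellular matrix and 0.00122 for neuro.

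The exact permutation test of list means gave an adjusted p at day 0 of 0.0197 for immunity, 0.0112 for peptidase, 0.0437 for mitochondrion, 0.00656 for outer membrane, protein transport and sterol, 0.0112 for translation, 0.0245 for lipase, 0.0191 for ion transport and 0.00874 for apoptosis. At day 4 it was 0.0199 for apoptosis and 0.0367 for sterol. At day 16 it was 0.00699 for cell cycle, 0.00656 for peptidase, 0.0225 for mitochondrion, 0.0112 for outer membrane, 0.0432 for extracellular matrix and 0.0112 for neuro.

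Without the genes whose probe was shared by the 3 days, the same test gave 0.0244 for immunity, 0.0155 for peptidase, 0.0463 for mitochondrion, 0.00656 for outer membrane, protein transport and sterol, 0.0155 for translation, 0.0245 for lipase, 0.0191 for ion transport and 0.0242 for neuro at day 0. Apoptosis at day 0 reversed, with an adjusted p of 0.0184. At day 16 it was 0.0155 for cell cycle, 0.00656 for peptidase, 0.0242 for mitochondrion, 0.0155 for outer membrane, 0.0297 for extracellular matrix and 0.0155 for neuro. The lists of apoptosis and sterol at day 4 no longer passed. The cause was not tested.

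Of the named probes, MCM6 and the E2F4 probe A_87_P036476 at day 16 lost their call at a log2 difference over 1.3, and IL8L2 at day 0 lost its call at that threshold, with an offset of 50, without background correction and at an adjusted p under 0.01. No named probe changed direction in any setting. Dim probes limit these results, since a probe near background has a log2 difference that depends on the offset, as for NUF2 at day 0, which ranged from -9.64 to -5.26.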

Differences from the paper's values

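The paper gives the counts of probes and genes in its Table 3 at an absolute fold change over 1.3, and its probe counts lie near those found here only when 1.3 is read on the log2 scale. Reading the threshold so was chosen after seeing the values. On this scale the probes lower and higher in line Y are 235 and 972 at day 0, against the paper's 283 and 741, 87 and 543 at day 4, against the paper's 70 and 449, and 193 and 270 at day 16, against the paper's 171 and 232. Of the 16 alternatives set before the data were examined, 10 to 13 lay within 1.5 times the paper's value, depending on day and direction. Among the others, the probes lower at day 0 numbered 111 with an offset of 50 and 25 with the dark corner limit in all arrays. At a fold change of 1.3 the counts here are 4874 and 4855, 2875 and 3077, and 3953 and 4636.

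On the log2 scale the genes with a symbol were fewer than the paper's on each day. At day 0, 28 genes were lower in line Y here (933 at a fold change of 1.3), where the paper gives 109, and none of the 16 alternatives set before the data were examined, nor leaving out any pool, reached within 1.5 times the paper's value. At day 0, 271 genes were higher here (1270 at a fold change of 1.3), where the paper gives 418. Of the alternatives set before the data were examined, signals less the 75th percentile, no filter on dim probes, the filter at the negative controls and the filter on probes well above background lay within 1.5 times the paper's value, and the other 12 did not. At day 4, 17 genes were lower here (636 at a fold change of 1.3), where the paper gives 33. No filter, the filter at the negative controls and the filter on probes well above background came within 1.5 times, and the other 13 alternatives set before the data were examined did not. At day 4, 142 genes were higher here (752 at a fold change of 1.3), where the paper gives 256, with the same 4 alternatives within 1.5 times as for the genes higher at day 0 and the other 12 outside. At day 16, 35 genes were lower here (941 at a fold change of 1.3), where the paper gives 80, and of the alternatives set before the data were examined only signals less the 75th percentile came within 1.5 times. At day 16, 32 genes were higher here (765 at a fold change of 1.3), where the paper gives 89, and none of the 16 alternatives set before the data were examined came within 1.5 times.

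Probes with a different temporal pattern numbered 6595 here, where the paper gives 3671. None of the 14 alternatives set before the data were examined came within 1.5 times the paper's value. The nearest settings on the lower side were 2442 with the filter at the highest dark corner over all arrays, a setting chosen after seeing the values, and 1871 with the dark corner limit in all arrays.

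The paper states that expression differences between the lines were marked especially at days 0 and 4. At the fold change of 1.3 the number of differing probes here was 9729 at day 0, 5952 at day 4 and 8589 at day 16, so that day 4 had the lowest. At a log2 difference over 1.3, a setting chosen after seeing the data, the order was 1207, 630 and 463.

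Of 11 generic terms of Table 4 that match a list here on the same day, 9 had the direction that the paper lists in the list mean and 2 did not. The paper lists nuclear pore as high in line Y at day 0, and its difference here was -0.06 (exact permutation test, adjusted p = 0.255), with a median of -0.09, 10 of 13 genes lower in line Y, and 1 gene past the thresholds of limma as higher and 0 as lower, while it was 0.23 (adjusted p = 0.00403) with the mean of all probes of a gene in place of 1 probe. At day 4 the paper lists mitochondrion outer membrane as high in line Y and the difference here was -0.05 (exact permutation test, adjusted p = 0.123), with 0 settings of the scaling in which it was above 0, but its median was 0.05, 11 of 21 genes were higher in line Y, and 2 genes passed the thresholds of limma as higher and 1 as lower, so that its median and counts have the direction that the paper lists. In fry this list was past the threshold in the direction of its mean, against that of the paper (adjusted p = 0.0251, and 0.0101 with the pool number as a block). Of the 9 terms with the paper's direction, complement at day 0 (-0.07, adjusted p = 0.381), mitochondrion at day 4 (0.01, adjusted p = 0.572), translation at day 4 (0.03, adjusted p = 0.0626), lipase at day 4 (0.13, adjusted p = 0.0702) and ion transport at day 16 (-0.06, adjusted p = 0.192) were not past the threshold in the exact permutation test. With the mean of all probes of a gene, translation at day 4 (0.14, adjusted p = 0.0028) and ion transport at day 16 (-0.11, adjusted p = 0.0334) were past it, and in fry lipase at day 4 was (adjusted p = 0.0466, and 0.0595 with the block). Over all probes of a gene, peptidase at day 0 differed by 0.02 (exact permutation test, adjusted p = 0.384), against the direction that the paper lists. The medians of mitochondrion (-0.03), translation (-0.001) and lipase (-0.05) at day 4 and of ion transport at day 16 (0.01) had the opposite sign to their means, as did the direction of fry for ion transport (adjusted p = 0.423). The permutation tests were chosen after seeing the data.

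The paper describes the most dominant processes as those of cell cycle and proliferation, and here the share of differing genes in the cell cycle list was 18.8 % at day 0, 12.5 % at day 4 and 31.2 % at day 16, lower than in 10, 8 and 4 of the 14 other lists. The paper draws its statement from temporal clusters annotated with DAVID. Shares of a list called on single days are another measure and do not test it directly.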

Other observations

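The splits of the pools for the log2 scale, for the temporal patterns and for the shared probes, and the tests of quantile normalization, of the position of the arrays, of the unadjusted line terms, of HINTW and of the age labels were chosen only after the results were seen.

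The number of probes that differ between the lines was weighed against technical explanations. Of 100 splits of the pools of a day, 1 gave as many probes, namely the real one, at day 0, at day 4 and at day 16, and the same held for the counts at a log2 difference over 1.3, so that a chance assignment can be excluded. The highest count of another split was 4842 at day 0, 1254 at day 4 and 5339 at day 16, and 626, 243 and 182 on the log2 scale. At day 4, where pools of the same number were correlated, splits that part all 7 pairs of such pools also had 1 of 100 as large, with the highest of the others at 4958. With cyclic loess in place of quantile normalization, 9414 of the 9729 probes of day 0 were called in the same direction. With signals less the 75th percentile 7887 were. These counts argue against the choice of quantile normalization among these scalings as the cause of most of the calls at day 0. All of these scalings bring the arrays to a common level, so that an effect of such scaling stays open. Between the slides of day 0 the median log2 difference of the spike-in types was -0.89 after quantile normalization and -0.37 before it. A difference in the sex ratio of the pools was tested with the W-linked gene HINTW. Its 7 probes differed by -0.24 at day 0 (exact permutation test, p = 0.594), -0.22 at day 4 (p = 0.333) and 0.002 at day 16 (p = 0.984), and with their mean as a covariate 9602 probes differed at day 0. As 5 of these probes were saturated on at least 1 array, which can hide a difference, the other 2 were tested alone. They differed by -0.20 at day 0 (exact permutation test, p = 0.600), -0.05 at day 4 (p = 0.820) and -0.14 at day 16 (p = 0.223), and 463 probes followed them within groups. With their mean as a covariate 9665 probes differed at day 0, 5997 at day 4 and 8561 at day 16, which argues against the sex ratio as the source of these counts. A list of 2 W-linked genes, HINTW and SPIN1L, differed by 0.24 at day 0 (adjusted p = 0.0140 in an exact permutation test), 0.19 at day 4 (adjusted p = 0.0991) and -0.02 at day 16, with SPIN1L represented by its brightest probe, which differed by 0.51, 0.37 and 0.01. The 2 other SPIN1L probes differed by 0.03 and -0.29 at day 0, -0.21 and 0.26 at day 4, and 0.24 and -0.20 at day 16, with no adjusted p under 0.05 in limma (lowest 0.405). With the position of the array on its slide as a covariate 9781 probes differed at day 0, 6032 at day 4 and 8639 at day 16. The slide itself cannot be told apart from the group, and 6 of 7 spike-in types differed between the slides of day 0.

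Line differences in the same direction on all 3 days may reflect sequence variants of the lines under a probe. For 211 genes with such a probe and another kept probe, the other probes shared the direction in 166, and in 63, or 29.9 %, they shared the direction and at least 0.5 times the size, with a median ratio of 0.277. As a control, a change over time of such a probe was shared in this way by 81 of 120 genes (67.5 %, median ratio 0.654), and differences called on 1 day only by 620 of 1531 genes (40.5 %, median ratio 0.373). Sequence variants are therefore a candidate explanation for a part of the shared differences, and splice variants or a weaker response of other probes were not tested. Of 100 splits, 1 gave as many shared probes, which is the real one, and the highest count of another was 0.

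The immunity list fell along the positions of the arrays on their slides in all groups. Over the 45 pools, after taking out the group means, Pearson's r was -0.723 and Spearman's rho -0.716 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 0.00016 over 16 relations), and r was -0.689 without the 2 pools farthest from the median. The slope was -0.05 per position. Within groups r was -0.193 and -0.385 at day 0 in lines X and Y, -0.813 and -0.902 at day 4, and -0.992 and -0.900 at day 16. Of the other 14 lists, complement (-0.390), peptidase (-0.593), outer membrane (-0.380), protein transport (-0.550), ion transport (0.449), apoptosis (-0.411), extracellular matrix (0.380) and neuro (0.419) also had an adjusted p under 0.05, as did the Shannon index of the microbiota of Table S3 (0.408, rho 0.400, adjusted p = 0.0219). In all, 3760 probes were related to the position, 2184 falling and 1576 rising. Pool numbers follow the positions, so that a gradient on the slide and a gradient in the pools, such as the order in which birds were pooled, cannot be told apart. Spike-in probes were used as a check. Of 7 types, 0 were related to the position at an adjusted p under 0.05 in limma (lowest 0.440) and 0 at an unadjusted p under 0.05, and their median slope was 0.03. This argues against a gradient of hybridization that reaches all probes alike, and leaves one of the RNA or of single probes open. With the position taken out, the immunity difference was -0.13 at day 4 (exact permutation test, unadjusted p = 0.0449).

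Of the 6595 probes with a different temporal pattern, 1180 differed between the lines on no day. A candidate explanation is that line terms are retained at an unadjusted p in probes with a strong time course. In simulated arrays with the real time courses and no line difference, 1285 of 25127 probes passed. The 1180 come only from the probes that differed on no day, a smaller set, so that these counts cannot be compared directly. The simulation shows that probes without a line difference can pass, but not how many of the 1180 did so. Of 100 splits of the pools, 1 gave as many probes as the real grouping, which is the real one, with the highest of the others at 1920 and a median of 343.

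The complement, peptidase and lipase lists were weighed for pancreas or liver tissue in the samples. The 3 pancreas markers kept differed by -0.078 at day 0 (exact permutation test, adjusted p = 0.464), -0.03 at day 4 (adjusted p = 0.900) and -0.01 at day 16 (adjusted p = 0.976). Of these, AMY1A differed by -1.11 at day 0 and GCG by 0.66. The 9 liver markers, of which 5 are in other lists, differed by 0.09, 0.24 and 0.11 (adjusted p = 0.900, 0.464 and 0.861), and ALB by -1.37 at day 0 (limma, adjusted p = 0.231). With 3 pancreas markers that go both ways the presence of pancreas or liver tissue could not be decided. In pool 4 of line X at day 0 the liver markers (11.51) and the complement list (9.53) were the highest of the group. The same held for pool 17 of line Y at day 16 (10.77 and 10.02). At day 4, pool 16 of line X (10.72) and pool 11 of line Y (10.77) were highest for the liver markers only. Pancreas markers were highest in pool 19 of line X (10.76) and pool 17 of line Y (10.60) at day 16. As 5 liver markers are in other lists, these pools do not settle it. Erythrocyte markers (8 genes) were higher in line Y by 0.45 at day 0 (exact permutation test, adjusted p = 0.0140), 0.18 at day 4 (adjusted p = 0.283) and 0.31 at day 16 (adjusted p = 0.348). HBA1, the most abundant at 15.01, was higher by 0.53 at day 0. Enterocyte markers (17 genes, of which 4 are in other lists) differed by 0.14 at day 0 (exact permutation test, adjusted p = 0.0140), -0.09 at day 4 (adjusted p = 0.0410) and -0.003 at day 16 (adjusted p = 0.976). Of these genes 10 were saturated on at least 1 array, and the 7 others, some lower and some higher on each day, differed by 0.17, -0.16 and -0.07 on average.

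The pools 2 to 8 of line Y carry 2 ages in their labels. All 7 pools lay nearer to the mean of line X at day 0 than at day 4, with a root mean square distance of 0.684 against 0.826. Their distance to the mean of line Y at day 4 was 0.704, close to that to line X at day 0, and 5 of 7 pools lay nearer to line X at day 0. For single pools this distance to line Y at day 4 was between 0.680 and 0.735, whereas the pools of line Y at day 4 lay between 0.240 and 0.341 from the mean of their other pools. These values argue against samples taken at day 4, although a part of the distances can come from the slides.

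Whether expression follows microbial diversity within groups was tested as a hypothesis. In limma with the Shannon index of the same pool as a covariate, 0 probes had an adjusted p under 0.05 (lowest 0.263), with 1530 at an unadjusted p under 0.05 where 1276 are expected. Richness gave 0 probes (973 unadjusted) and evenness 0 (1694 unadjusted). Within line X at day 16, 0 probes passed (2069 unadjusted), and within line Y at day 16, 0 (1170 unadjusted).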
